# Primary oocytes with cellular senescence features are involved in ovarian aging in mice

**DOI:** 10.1038/s41598-024-64441-6

**Published:** 2024-06-13

**Authors:** Hao Yan, Edgar Andres Diaz Miranda, Shiying Jin, Faith Wilson, Kang An, Brooke Godbee, Xiaobin Zheng, Astrid Roshealy Brau-Rodríguez, Lei Lei

**Keywords:** Cell biology, Physiology, Endocrinology

## Abstract

In mammalian females, quiescent primordial follicles serve as the ovarian reserve and sustain normal ovarian function and egg production via folliculogenesis. The loss of primordial follicles causes ovarian aging. Cellular senescence, characterized by cell cycle arrest and production of the senescence-associated secretory phenotype (SASP), is associated with tissue aging. In the present study, we report that some quiescent primary oocytes in primordial follicles become senescent in adult mouse ovaries. The senescent primary oocytes share senescence markers characterized in senescent somatic cells. The senescent primary oocytes were observed in young adult mouse ovaries, remained at approximately 15% of the total primary oocytes during ovarian aging from 6 to 12 months, and accumulated in aged ovaries. Administration of a senolytic drug ABT263 to 3-month-old mice reduced the percentage of senescent primary oocytes and the transcription of the SASP factors in the ovary, in addition, led to increased numbers of primordial and total follicles and a higher rate of oocyte maturation. Our study provides experimental evidence that primary oocytes, a germline cell type that is arrested in meiosis, become senescent in adult mouse ovaries and that senescent cell clearance reduced primordial follicle loss and mitigated ovarian aging phenotypes.

## Introduction

In mammalian females, the ovary produces mature eggs and steroid hormones via folliculogenesis, which are essential for supporting female fertility. In the adult ovary, ovarian folliculogenesis is sustained by a pool of primordial follicles, each containing a primary oocyte surrounded by a single layer of pre-granulosa cells^1,2^. The majority of primordial follicles remain quiescent in the adult ovary, namely the ovarian reserve, while a fraction of primordial follicles activates periodically to undergo folliculogenesis^1,3^. The number of primordial follicles decline consistently due to folliculogenesis and primordial follicle loss throughout a female’s reproductive life span. A reduced number of primordial follicles is associated with diminished ovarian function and female fertility^4–9^. Accelerated primordial follicle loss due to genetic and chromosomal abnormality (for example, Fragile X syndrome), some health conditions (for example, autoimmune diseases), and cancer treatment cause primary ovarian insufficiency/premature ovarian aging that affects at least 1% of the female population^10–14^.

Cellular senescence is linked to age-related phenotypes and diseases^15^. In tissues with active cell turnover, senescence is a cellular fate that cells undergo a stable, permanent cell-cycle arrest. Factors causing cellular senescence include telomere shortening, genomic damage, mitogens and proliferation-associated signals, epigenomic damage, and activation of tumor suppressors^16^. These factors cause and maintain senescence by two major tumor suppressor pathways—the p53/p21 and p16^INK4a^/pRB pathways^17^. Senescent cells contribute to tissue aging largely through transcriptional activation of a senescence-associated secretory phenotype (SASP)^18^. The composition of SASP varies from inflammatory cytokines, chemokines, growth factors, extracellular matrix (ECM) proteases, and bioactive lipids^19,20^. The SASP can play a beneficial and detrimental role in tissues. The SASP is involved in tissue homeostasis by facilitating recognition and clearance of senescent cells via immune responses. The SASP can also promote tissue repair and regeneration after injuries^18^. The detrimental effects of the SASP include causing inflammation, tumorigenesis, and cellular senescence in neighbor cells^21^. The most common components of the SASP include interleukin 1a, 6, and 8 (IL-1α, IL-6, and IL-8); these cytokines participate in reinforcing senescence in an autocrine and paracrine manner and are used as senescent markers^22^.

Senescence can be initiated and maintained via several pathways. Because current senescence markers do not detect the cellular processes that take place specifically in senescent cells, identification of senescent cells should be done through a careful examination of multiple senescence markers^23^. A commonly used marker is senescence-associated beta-galactosidase (SA-β-gal) detected by histochemical staining^24^. This approach measures an increased lysosomal content in senescent cells^25^. The tumor suppressor protein, p16^INK4a^ is expressed at a relatively low level in normal cells, but its expression is upregulated in senescent cells^16,26,27^. Senescent cells often display a defective nuclear envelope, which can be verified by the absence of the nuclear lamina protein lamin B1^28^. The defective nuclear lamina in senescent cells is also evident by the depletion of the high-mobility group box 1 (HMGB1) protein in the nucleus, which is one of the most abundant non-histone proteins in the mammalian cell nucleus. Extracellular HMGB1 is recognized as damage-associated molecular patterns (damps); its loss also reinforces the senescent state by chromatin regulation and RNA homeostasis of SASP-related genes^29–31^. The SASP cytokines are functional indicators of senescence caused by genomic damage or epigenomic perturbation. However, senescence growth arrest caused by the ectopic overexpression of p21 or p16^INK4a^ does not produce a SASP, despite having several other characteristics of senescent cells^15^.

In aging tissues, cells experiencing oncogenic stress may undergo either senescence or apoptosis, both cell fates lead to compromised tissue functions^17,32^. Senescent cells often resist apoptosis, thus accumulate in aging tissues and cause age-related pathologies^15,17,32–34^. Pharmacological strategies to attenuate detrimental effects of senescent cells mainly comprise two approaches—elimination of senescent cells with senolytic drugs and SASP inhibitors termed senomorphics^25^. ABT-263 “navitoclax” as a senolytic drug functions by inhibiting the activity of the antiapoptotic BCL-2 family (Bcl-2, Bcl-xL, and Bcl-w) and initiating apoptosis in senescent cells^35^. ABT-263 was shown to be beneficial to tissue functions by selectively reducing senescent cells and rejuvenating aged tissue stem cells^36,37^. Although most senescent cells are resistant to apoptosis, recent studies revealed that cellular senescence also leads to apoptosis in certain cell types. For example, senescent endothelial cells become more susceptible to apoptosis upon reduced BCL-2 or increased BAX expression, or reduced nitric oxide synthase^32,38–40^. In addition, in cultured human fibroblasts with DNA repair protein ERCC1 (excision repair cross complementing-group 1) depletion and the skin of Ercc1^−/Δ^ mice, cells become senescent initially, TNFα (tumor necrosis factor α) secreted by these senescent cells induce apoptosis in neighboring ERCC1-deficient non-senescent cells and autonomously in the senescent cells^32^.

Cellular senescence has been linked to ovarian aging and dysfunction. Ovarian stromal cells that are positive for SA-β-gal and CDKN2A (cyclin-dependent kinase inhibitor 2A) were found to accumulate in aging (8–10 months old) mouse ovaries^41^. By single-cell sequencing, a recent study found that senescent stromal cells accumulate in middle-aged human ovaries^42^. Granulosa cells can become senescent when proliferation is inhibited by Mir-200b via suppressing the expression of its target MYBL2 (MYB proto-oncogene like 2) and CDK1 (cyclin-dependent kinase 1)^43^. EIF4A3 (eukaryotic translation initiation factor 4A3) was found to induce a circRNA (circular RNA), circLRRC8A expression, and alleviate granulosa cell senescence^44^. In the premature ovarian aging mouse ovary due to the loss of primordial follicles caused by chemotherapy drugs, increased senescent granulosa cells and stromal cells that are positive for SA-β-gal were observed^45,46^.

Whether quiescent primary oocytes can become senescent and how cellular senescence in involved in primordial follicle loss and ovarian aging remain to be better characterized. In the present study, we found that a proportion of primary oocytes in primordial follicles showed features of cellular senescence in adult mouse ovaries, which we refer to as senescent primary oocytes in the present study. Senescent primary oocytes were present in young adult mouse ovaries and accumulated in aged ovaries. We also found that systemic administration of ABT263 reduced primordial follicle loss and mitigated ovarian aging phenotypes. Our study provides experimental evidence that primary oocytes, a germline cell type, can become senescent and may be involved in ovarian aging.

## Results

### Primordial follicle loss is associated with ovarian aging

To reveal the timing of primordial follicle loss and how it is associated with diminished ovarian function, we quantified the number of follicles at different stages of folliculogenesis in the ovaries of mice at ages of 1 month, 2 months, 6 months, 9 months, 12 months, and 18 months. Follicles were staged based on established morphological standards and quantified based on previously published protocols using consecutive sections of an entire ovary^47–49^. Numbers of primordial, transitional (the intermediate stage between primordial and primary follicles), primary, secondary, preantral, and antral follicles in each ovary were quantified. We found that from 1 to 18 months, the numbers of primordial and total follicles declined in a similar trend. On average, an ovary lost 66.8% of the primordial follicles and 65.7% of the total follicles from 1 to 6 months. By 12 months, when the majority of the female mice lose their fertility, only 5.2% of the primordial follicles and 9.1% of the total follicles of a 1-month-old ovary remained. This result suggests that primordial follicle depletion is the primary cause of follicle loss and declined ovarian function during ovarian aging (Fig. 1A).

**Figure 1:**
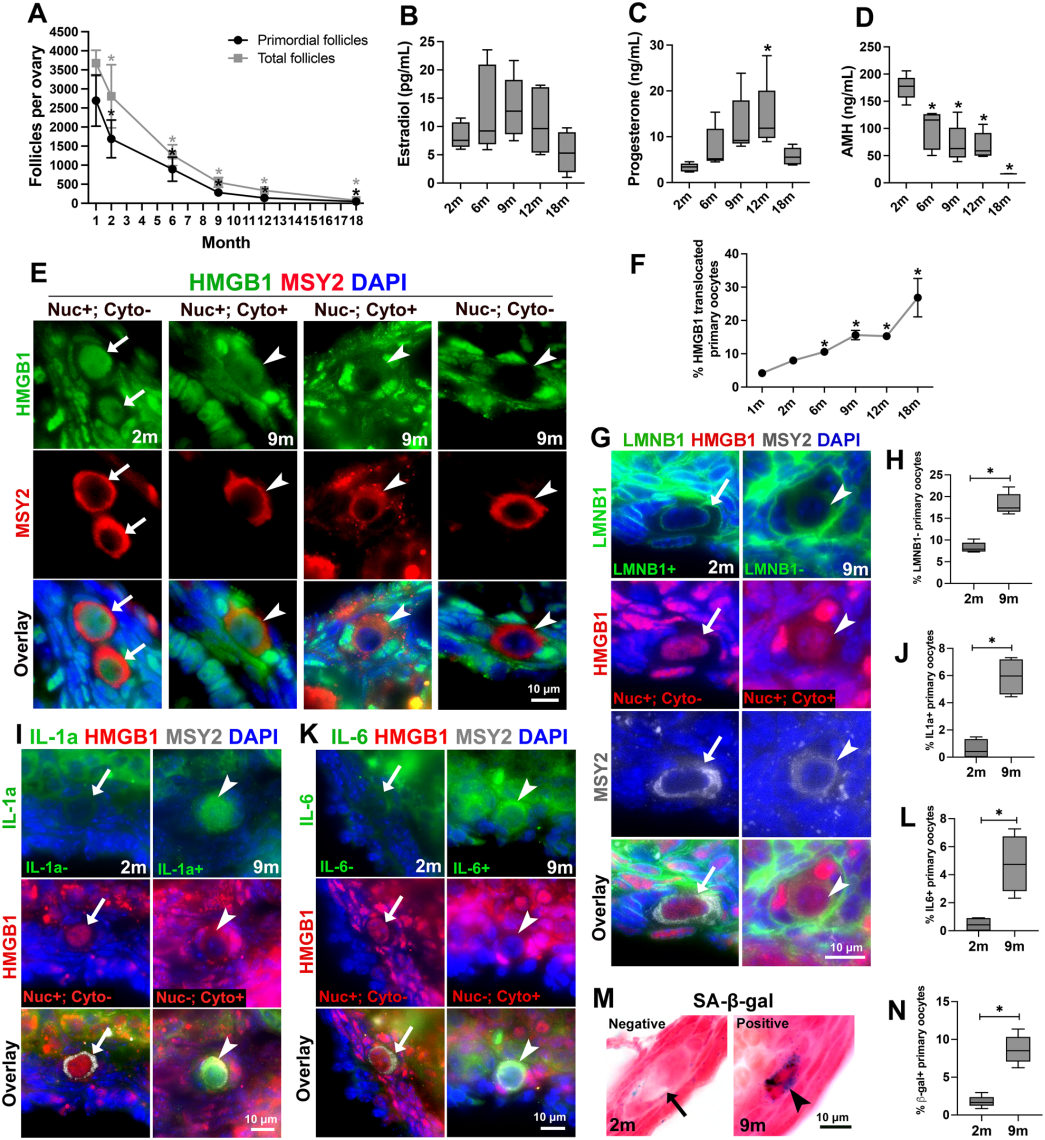
Primary oocytes with features of cellular senescence identified in adult mouse ovaries during aging. (**A**) Numbers of primordial follicles (black line) and total follicles (grey line) in the ovary declined significantly during aging. (**B**–**D**) Changes in the levels of estradiol (**B**), progesterone (**C**), and AMH (**D**) in the serum during mouse aging. (**E**) Primary oocytes stained HMGB1 positive in the nucleus and negative in the cytoplasm (arrows, nuc+; cyto−) found in 2-month (2 m) ovaries; and primary oocytes with translocated HMGB1 staining: HMGB1 positive in both the nucleus and cytoplasm (arrowheads, nuc+; cyto+), HMGB1 negative in the nucleus and positive in the cytoplasm (arrowheads, nuc−; cyto+), and HMGB1 negative in both the nucleus and cytoplasm (arrowheads, nuc−; cyto−). (**F**) The percentage of primary oocytes with translocated HMGB1 increased during mouse aging. (**G**) The primary oocyte that was nucleus-positive (Nuc+; Cyto) for HMGB1 stained positive for nuclear envelope protein lamin b1 (arrows, LMNB1+); the primary oocyte had translocated HMGB1 staining (Nuc+; Cyto+) stained negative for lamin b1 (arrowheads, LMNB1−). (**H**) The percentage of primary oocytes had LMNB1 negative staining in 2-month and 9-month ovaries. (**I**) The primary oocyte that was only nucleus-positive for HMGB1 stained negative for IL-1α (IL-1α−; arrows); the primary oocyte had translocated HMGB1 staining (Nuc−; Cyto+) stained positive for IL-1α (IL-1α+; arrowheads). (**J**) The percentage of primary oocytes had IL-1α positive staining in 2-month and 9-month ovaries. (**K**) The primary oocyte that was nucleus-positive for HMGB1 stained negative for IL-6 (IL-6−; arrows); the primary oocyte with translocated HMGB1 staining (Nuc−; Cyto+) stained positive for IL6 (IL-6+; arrowheads). (**L**) The percentage of primary oocytes had IL-6-positive staining in 2-month and 9-month ovaries. (**M**) Primary oocyte with SA-β-gal negative staining (arrow) and positive staining (arrowhead). (**N**) The percentage of primary oocytes had SA-β-gal positive staining in 2-month and 9-month ovaries. Data in the graph are presented as mean ± SD. *Represents significant difference. n = 5 mice at each time point were analyzed in all the graphs.

To further make a connection between follicle number and ovarian hormone production, we measured the levels of estradiol, progesterone, and AMH (anti-Mullerian hormone) in the serum of mice at the ages of 2 months, 6 months, 9 months, 12 months, and 18 months. On average, estradiol level peaked at 9 months and declined afterward, but no significant difference was observed between the mice at different ages (Fig. 1B). Progesterone levels increased as mice aged and were the highest at 12 months, which was significantly higher than that in 2-month-old mice (Fig. 1C). We observed a wide range of variation in hormone levels, which may be due to blood sample collection without examining estrous cycles of the mice. This is a significant limitation of this study. Consistent with a previously identified connection between AMH level and total follicle numbers^50^, the level of AMH was the highest at 2 months and declined significantly as mice aged (Fig. 1D).

### Primary oocytes with features of cellular senescence identified in adult ovaries

To investigate whether or not ovarian cells become senescent during aging, we first carefully examined the expression and location of HMGB1 in the adult mouse ovary. In 2-month-old mouse ovaries, HMGB1 was located in the nucleus of granulosa cells, thecal cells, and interstitial stromal cells (Supplementary Fig S1). The majority of the primary oocytes in primordial follicles had HMGB1 protein exclusively in the nucleus (Fig. 1E, arrows, Nuc+; Cyto−). However, we also observed a fraction of primary oocytes that showed translocated HMGB1 (Fig. 1E, arrowheads), including: (1) HMGB1 positive staining in both the nucleus and cytoplasm (Nuc+; Cyto+; (2) HMGB1 negative staining in the nucleus but positive in the cytoplasm (Nuc−; Cyto+); and (3) HMGB1 negative staining in both the nucleus and cytoplasm (Nuc−; Cyto−). Because primary oocytes that stained HMGB1 negative in both the nucleus and cytoplasm showed normal histological structure, stained positive for oocyte marker MSY2 as the rest of the primary oocytes, and were negative for apoptotic markers (cleaved caspase-3 and TUNEL, Supplementary Table S1), we considered these primary oocytes as a subtype of translated HMGB1, instead of dying oocytes. Primary oocytes with translocated HMGB1 were observed starting in young (1 month) ovaries at the rate of 4.17%, remained approximately 15% during ovarian aging (from 6 to 12 months), and increased to 26.8% in aged ovaries by 18 months, in which there were 47 ± 14 primordial follicles per ovary on average (Fig. 1F). Since most female mice have lost their fertility around 18 months, this observation indicates that primordial follicles with senescent primary oocytes may have lost their potential for folliculogenesis, although morphologically indistinguishable from dormant primordial follicles.

To further characterize whether the primary oocytes with translocated HMGB1 also have other features of cellular senescence, we examined the expression of nuclear envelope protein lamin B1 and SASP cytokines IL-1α and IL6 in the primary oocytes. We found that primary oocytes with positive lamin B1 staining had HMGB1 staining just in the nuclei (Nuc+; Cyto−, Fig. 1G, arrows), and primary oocytes that have translocated HMGB1 staining (Nuc+; Cyto+ in Fig. 1G, and Nuc−; Cyto− in Supplementary Fig. S2A, arrowheads) stained negative for lamin B1 (Fig. 1G, arrowheads). From 2 to 9 months, on average the percentage of lamin B1-negative primary oocytes increased from 8.2 to 18.3% (Fig. 1H). We found that primary oocytes with translocated HMGB1 (Nuc−; Cyto + in Fig. 1I and Nuc−; Cyto− in Supplementary Fig S2B, arrowheads) were associated with positive staining of IL-1α. And similarly, primary oocytes with translocated HMGB1 (Nuc−; Cyto+ in Fig. 1K and Nuc−; Cyto− in Supplementary Fig S2C, arrowheads) were associated with positive staining of IL-6. In 2-month-old ovaries, on average 0.58% of the primary oocytes are IL-1α positive, and 0.44% are IL6 positive (Fig. 1J). In 9-month-old ovaries, 5.9% of the primary oocytes are IL-1α positive, and 4.8% are IL-6 positive (Fig. 1J and L). All primary oocytes that were lamin B1 negative, IL-1α or IL-6 positive had translocated HMGB1. In addition, we also found that some primary oocytes stained positive for SA-β-gal (Fig. 1M, arrowhead). The average percentage of SA-β-gal-positive primary oocytes increased from 1.8% at 2 months to 8.7% by 9 months (Fig. 1N). Taken together, through examining several well-established markers of cellular senescence, we found that primary oocytes with translocated HMGB1 were also positive for at least one other senescence marker, indicating that these primary oocytes had cellular features of senescence. Based on these results, we refer primary oocytes with translocated HMGB1 as senescent primary oocytes in the present study.

To elucidate the expression of p21 and p16^INK4a^ in adult mouse ovaries, we conducted antibody staining of p21 in 6-month-old C57BL/6J ovaries, and of luciferase in 6-month-old p16-3MR mouse ovaries, in which p16^INK4a^ promoter drives the expression of 3MR (trimodality reporter) fusion protein, including luciferase^51^. We found that p21 is expressed in all cell types in the ovary. All primary oocytes in the p16-3MR mouse ovary, regardless of their HMGB1 location, were positive for luciferase (Supplementary Fig S3). These results suggest that p21 and p16^INK4a^ may not be used to identify senescent primary oocytes in adult mouse ovaries.

### ABT263 administration reduced senescent primary oocytes

To elucidate potential roles of senescent cells in ovarian aging, ABT263, a senolytic drug that selectively causes cell death in senescent cells was administrated to adult (3-month-old) C57BL/6J mice via oral gavage for 3 months^36^. At the end of the 3-month treatment, the ovaries of control mice and ABT-treated mice (now at 6 months of age) were collected for analyses. Control and ABT-treated mice were also housed with male mice for fertility assay for 3 months, and mouse ovaries (now at 9 months of age) were collected for analyses at the of the fertility assay (Fig. 2A).

**Figure 2:**
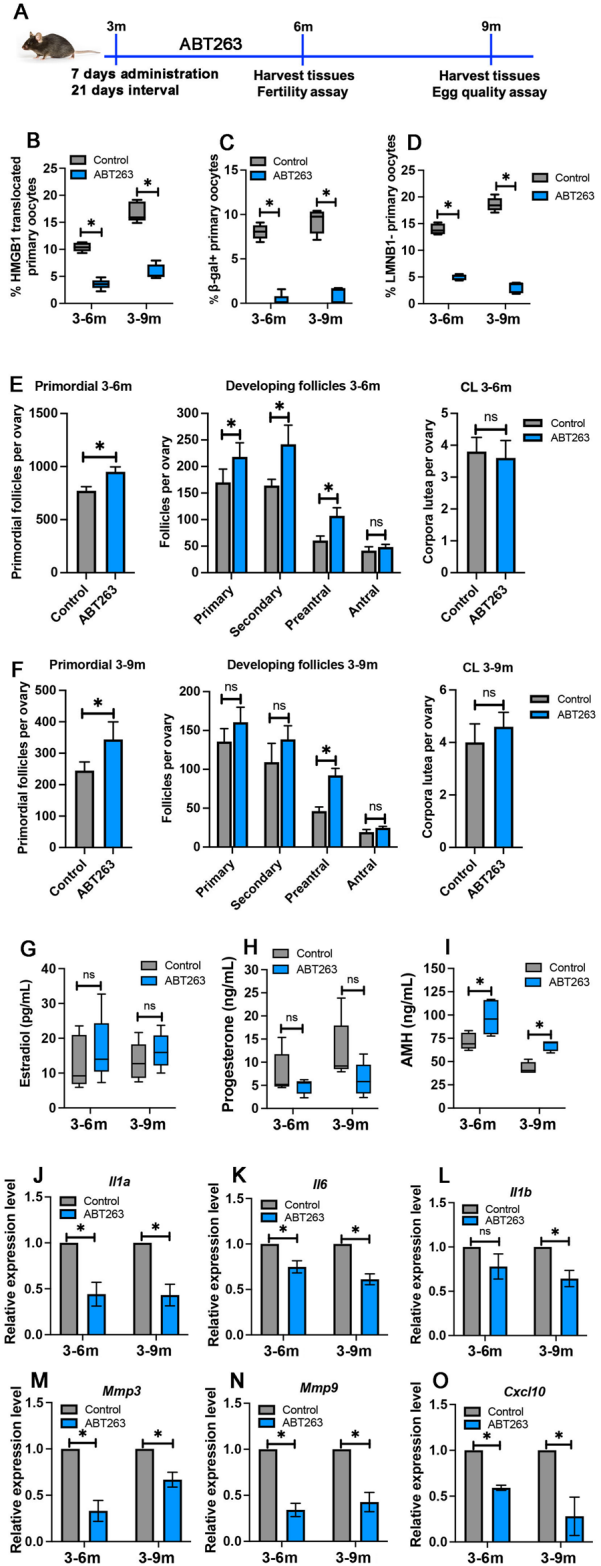
Senolytic drug ABT263 treatment mitigated ovarian aging phenotypes. (**A**) Schematic timeline of ABT263 treatment. (**B**–**D**) Percentages of HMGB1 translocated primary oocytes (**B**), β-gal-positive primary oocytes (**C**), and LMNB1-negative primary oocytes (D) in control and ABT263-treated ovaries at 6 months and 9 months. (**E**, **F**) Number of primordial follicles, developing (primary, secondary, preantral, and antral) follicles, and corpora lutea in control and ABT263-treated ovaries at 6 months (**E**) and 9 months (**F**). (**G**–**I**) Levels of estradiol (**G**), progesterone (**H**), and AMH (**I**) in the serum of control mice and ABT263-treated mice at 6 months and 9 months. (**J**–**O**) Relative expression of mRNAs of *Il1a* (**J**), *Il1b* (**K**), *Il6* (**L**), *Mmp3* (**M**), *Mmp9* (**N**), and *Cxcl10* (**O**) in control and ABT263-treated ovaries at 6 months and 9 months. Data in the graph are presented as mean ± SD. *Represents significant difference; ns represents no significant difference. n = 5 mice at each time point were analyzed in graphs B-I. Three independent biological replicates were conducted in graphs (**J**–**O**).

After a 3-month ABT263 administration, the percentage of HMGB1 translocated primary oocytes decreased significantly in both 6 months (10.4% in control ovaries vs. 3.6% in ABT263-treated ovaries) and 9 months ovaries (16.9% in control ovaries vs. 5.9% in ABT263-treated ovaries) (Fig. 2B). Similarly, ABT263 treatment significantly reduced the percentage of SA-β-gal-positive primary oocytes in the ovary of 6 months (8.0% in control ovaries vs. 0.3% in ABT263-treated ovaries) and 9 months (9.2% in control ovaries vs. 1.0% in ABT263-treated ovaries) (Fig. 2C); and lamin B1-negative primary oocytes in the ovary of 6 months (14.0% in control ovaries vs. 5.0% in ABT263-treated ovaries) and 9 months (18.6% in control ovaries vs. 3.1% in ABT263-treated ovaries) (Fig. 2D). These results demonstrated that ABT263 treatment reduced the number of senescent primary oocytes.

### ABT263 administration mitigated ovarian aging phenotypes

Ovarian aging refers to declined ovarian functions as animals age^5^. In the present study, we investigated the following phenotypes that are previously characterized in aging ovaries: reduced primordial follicle number, decreased hormone production, increased inflammation, and declined rate in oocyte maturation and oocyte quality^5,52–55^.

To assess the effect of ABT263 treatment on primordial follicle loss, we first compared the numbers of primordial and total follicles between the control and ABT-treated ovaries. We found that at both 6 months (right after 3 months of ABT263 treatment) and 9 months (6 months after the ABT263 treatment), a significantly increased number of primordial follicles were found in ABT263-treated ovaries (6-months: 951 ± 46 primordial follicles per ovary and 9 months: 343 ± 56 primordial follicles per ovary) compared to those in control mice (6-month: 772 ± 38 primordial follicles per ovary and 9 months: 244 ± 27 primordial follicles per ovary) (Fig. 2E and F). There were more preantral follicles observed in ABT263-treated ovaries, but comparable numbers of antral follicles and corpora lutea in ABT263-treated and control ovaries (Fig. 2E and F). This result indicates that ABT263 treatment may contribute to a slightly increased primordial follicle recruitment without causing a reduced number of primordial follicles, suggesting that increased primordial follicle numbers in ABT263-treated ovaries may primarily result from a reduced primordial follicle loss.

Compared to control mice, ABT263 treatment led to increased levels of estradiol and decreased levels of progesterone without statistical significance at both 6 months and 9 months of age (Fig. 2G and H). Consistent with increased numbers of primordial and developing follicles, ABT263 treatment caused a significantly increased level of AMH in both 6-month and 9-month-old mice (Fig. 2I).

To evaluate the effect of ABT263 treatment on the production of SASP cytokines in the ovary, we examined mRNA expression of *Il1a*, *Il1b*, *Il6*, *Mmp3* (matrix metallopeptidase 3), *Mmp9*, and *Cxcl10* (C-X-C motif chemokine ligand 10) by real-time PCR. Consistent with a decreased number of senescent primary oocytes, ATB263 treatment reduced the expression of these cytokines in both 6-month and 9-month-old mouse ovaries (Fig. 2J–O). Taken together, these results suggest that ABT263 treatment mitigated ovarian aging by reducing the rate of primordial and total follicle loss and SASP production in the ovary.

### ABT263 administration improved egg quality 

To evaluate the effect of ABT263 treatment on egg quality in aging mice, oocytes were collected from 9-month-old ATB263-treated and control mice for antibody staining and oocyte maturation experiments. Oocytes with a germinal vesicle (GV) representing an intact nucleus were fixed and stained with an antibody to γ-H2AX that labels DNA double-strand breaks. We found a significantly decreased number of DNA double-strand breaks shown by γ-H2AX-positive foci in the nucleus of the oocytes from ATB263-treated mouse ovaries (Fig. 3A, B). To assess oocyte maturation, oocytes at the GV stage were cultured for 2 h to observe their ability to resume meiosis represented by germinal vesicle breakdown (GVBD) and for 14 h to observe their ability to complete meiosis represented by first polar body extrusion (PBE). We found that a similar percentage of oocytes from control mice (82.9%) and ABT263-treated mice (84.1%) were able to undergo GVBD (Fig. 3C and D). However, a significantly higher rate (43.1%) of oocytes from ABT263-treated mice were able to complete meiosis I during oocyte maturation compared with that (18.8%) of the oocytes from control mice (Fig. 3C and E). We further analyzed spindle morphology and found that oocytes from control mice had a wider metaphase plate compared to ABT263-treated mice, suggesting a better chromosomal alignment in oocytes from ABT263-treated mice (Fig. 3F and G). Although greater variations in the width and length of the spindles were observed in oocytes from control mice, there were no significant differences between the oocytes from control and ABT263-treated mice (Fig. 3F, H, I). Consistent with the results of oocyte meiotic maturation, the fertility assay from 6 to 9 months of age revealed that ABT263-treated mice had a similar number of deliveries, but reproduced more pups than that of control mice (ABT263-treated: 5 ± 5 pups per litter; control: 8 ± 7 pups per litter) (Fig. 3J and K). These results suggest that ABT263 administration improved oocyte quality, and, to a limited extent, female fertility.

**Figure 3:**
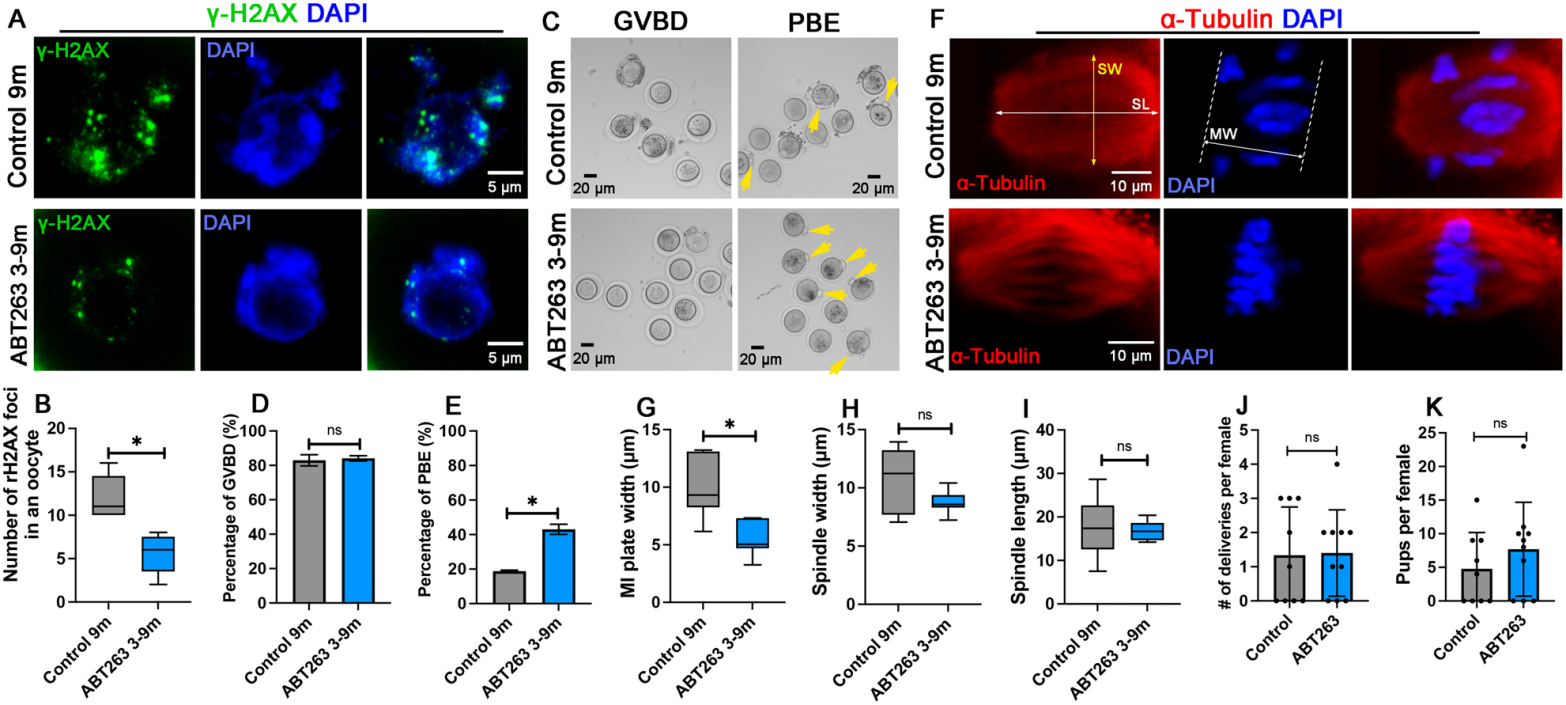
Effect of ABT263 treatment on oocyte maturation and fertility. (**A**) Oocytes from 9-month-old control mice (control 9 m) and ABT263-treated mice (ABT263 3-9 m) were stained with an antibody to γ-H2AX to detect DNA damage. DNA was revealed by DAPI staining. (**B**) Numbers of γ-H2AX-positive foci in the oocytes isolated from control ovaries and ABT263-treated ovaries at 9 months. (**C**) Brightfield microscopic images showing that oocytes isolated from control ovaries and ABT263-treated ovaries at 9 months underwent germinal vesicle breakdown (GVBD), and more oocytes isolated from ABT263-treated ovaries completed first polar body extrusion (PBE, arrows). (**D**, **E**) Percentages of oocytes underwent GVBD (**D**) and PBE (**E**). (**F**) Examples of meiotic spindles observed in oocytes isolated from control ovaries and ABT263-treated ovaries at 9 months. (**G**–**I**) The width of the metaphase I plate (MW) (**G**), the width of the meiotic spindle (SW) (**H**), and the length of the meiotic spindle (SL) (**I**) in the oocytes isolated from control ovaries and ABT263-treated ovaries at 9 months. (**J**–**K**) Number of deliveries (J) and number of pups (**K**) of each control mouse and ABT263-treated mouse during fertility assay. Data in the graph are presented as mean ± SD. *Represents significant difference; ns represents no significant difference. Three experimental replicates (n = 5 mice in each replicate) were conducted for analyses in graphs (**B**–**I**). n = 10 mice from the control and ABT-treated groups were used for fertility assay in graphs (**J**) and (**K**).

### Changes in transcriptomes in aging and ABT263-treated ovaries

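The mRNA of whole ovaries from 24 female C57BL/6J mice was sequenced by Novogene from total RNA, with 3 mice in each of 8 groups. The natural aging series had 18 mice, 3 each at 3, 6, 9, 12, 18 and 25 months. The other 6 mice had received ABT263, an inhibitor of BCL-2 family proteins given to clear senescent cells, by oral gavage at 50 mg/kg per day, 7 days of dosing followed by 21 days of rest each month, for 3 months starting at 3 months of age. Ovaries were collected from 3 of these mice at 6 months and from the other 3 at 9 months. For the controls of the ABT263 mice, the sample labels give natural aging at 6 and 9 months, while the paper describes vehicle-treated controls. Supplementary Tables S2 to S5 use the same 6-month and 9-month libraries as aged ovaries and as controls, and these libraries served as controls here. The authors deposited raw read counts for 54532 Ensembl gene identifiers, without normalization. The paper's text names the NovoMagic online tool for the analysis, but not the aligner, the counting program or the test for differential expression. Total counts per mouse ranged from 18371745 to 20029940 with a median of 19697122 in the 3-month mice, from 19254606 to 20231834 with a median of 19991606 in the 6-month mice, and from 18377716 to 21049389 with a median of 19829519 in the 9-month mice. They ranged from 19440056 to 19848780 with a median of 19555640 in the 12-month mice, from 16439137 to 19632508 with a median of 17822064 in the 18-month mice, and from 16818554 to 19160572 with a median of 18987758 in the 25-month mice. In the ABT263-treated mice, they ranged from 16361877 to 19279896 with a median of 18600936 at 6 months, and from 16776567 to 17121630 with a median of 16869487 at 9 months. Each pair of groups was compared on its own with edgeR's quasi-likelihood test after TMM normalization, on the genes kept by edgeR's filterByExpr function, with Benjamini-Hochberg adjustment of p over the genes tested. Expression levels are given as CPM, TMM-normalized over all 24 libraries. Gene coordinates are those of GENCODE release M21 on GRCm38, the build whose gene starts the supplementary tables carry. Gene ontology terms were represented by 24 lists of genes written from general knowledge of each term, and each list was tested with limma's camera test, two-sided, with an inter-gene correlation of 0.01. Adjusted p of the lists covers 96 tests, 24 lists in each of 4 comparisons. With 3 mice against 3, an exact permutation test cannot give a p below 0.1.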

To reveal potential mechanisms of how cellular senescence may contribute to ovarian aging, we conducted mRNA sequencing of mouse ovaries at different ages (3 months, 6 months, 9 months, 12 months, 18 months, and 25 months), and the ovaries of the mice treated with ABT263, or control vehicle as shown in Fig. 2A (Supplementary Tables S2–5). Firstly, compared with 3-month-old ovaries, both 6-month and 9-month ovaries showed increased expressions in inflammation-related biological pathways, including leukocyte proliferation/activation, cytokine production, and TNF production (Fig. 4A and B). 

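At 6 months, 65 of 68 genes of the leukocyte activation list were higher than at 3 months, with a mean log2 fold change of 0.49 (camera, adjusted p = 1.2e-15). The cytokine production list, which stands for both the cytokine and the TNF production terms, had 46 of 54 genes higher and a mean of 0.33 (adjusted p = 1.5e-08). The phagocytosis list rose by a mean of 0.30 (adjusted p = 5.0e-11) and the response to wounding list by 0.23 (adjusted p = 5.8e-04). With each mouse left out in turn, the mean for response to wounding ranged from 0.10 to 0.43. It no longer passed an adjusted p of 0.05 in 1 of the 6 fits. At 9 months, the mean was 0.45 for leukocyte activation, with 60 of 70 genes higher (adjusted p = 1.1e-07), and 0.36 for cytokine production, with 47 of 54 genes higher (adjusted p = 1.8e-05). Fig. 4B also shows coenzyme metabolism and angiogenesis, whose lists rose by 0.22 (adjusted p = 2.9e-04) and 0.17 (adjusted p = 0.0240) at 9 months. The choice that moved the list results most was the inter-gene correlation. When it was estimated from the data for each list, in place of 0.01, 0 of the 8 lists at 6 months and 0 of the 7 at 9 months that stand for terms of Fig. 4A to D passed an adjusted p of 0.05, and 4 and 1 of them had an unadjusted p under 0.05. With the matching Reactome sets in place of the written lists, phagocytosis at 6 months (0.072, adjusted p = 0.0695), leukocyte activation at 9 months (0.070, adjusted p = 0.139) and angiogenesis at 9 months (0.13, adjusted p = 0.0567) kept their direction without passing the threshold. Clec7a (ENSMUSG00000079293, chromosome 6 from 129461591 to 129472779) had 35.7 ± 7.89 CPM (SD, n = 3) at 6 months and 13.9 ± 3.10 at 3 months, a log2 fold change of 1.35 (standard error 0.21, adjusted p = 0.239). Cd5l (ENSMUSG00000015854, chromosome 3 from 87357881 to 87371073) had 10.0 ± 2.82 CPM (SD, n = 3) at 6 months and 2.24 ± 1.08 at 3 months, a log2 fold change of 2.16 (standard error 0.37, adjusted p = 0.239). Il18 (ENSMUSG00000039217, chromosome 9 from 50554827 to 50581840) had 17.4 ± 1.92 CPM (SD, n = 3) at 6 months and 8.95 ± 1.96 at 3 months, a log2 fold change of 0.96 (standard error 0.19, adjusted p = 0.328). Icos (ENSMUSG00000026009, chromosome 1 from 60977927 to 61000320) had 1.16 ± 0.135 CPM (SD, n = 3) at 9 months and 0.119 ± 0.118 at 3 months, a log2 fold change of 3.21 (standard error 0.62, adjusted p = 0.162). Prkcb (ENSMUSG00000052889, chromosome 7 from 122288751 to 122634402) had 9.29 ± 0.502 CPM (SD, n = 3) at 9 months and 4.93 ± 0.159 at 3 months, a log2 fold change of 0.90 (standard error 0.19, adjusted p = 0.178).

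**Figure D1:**
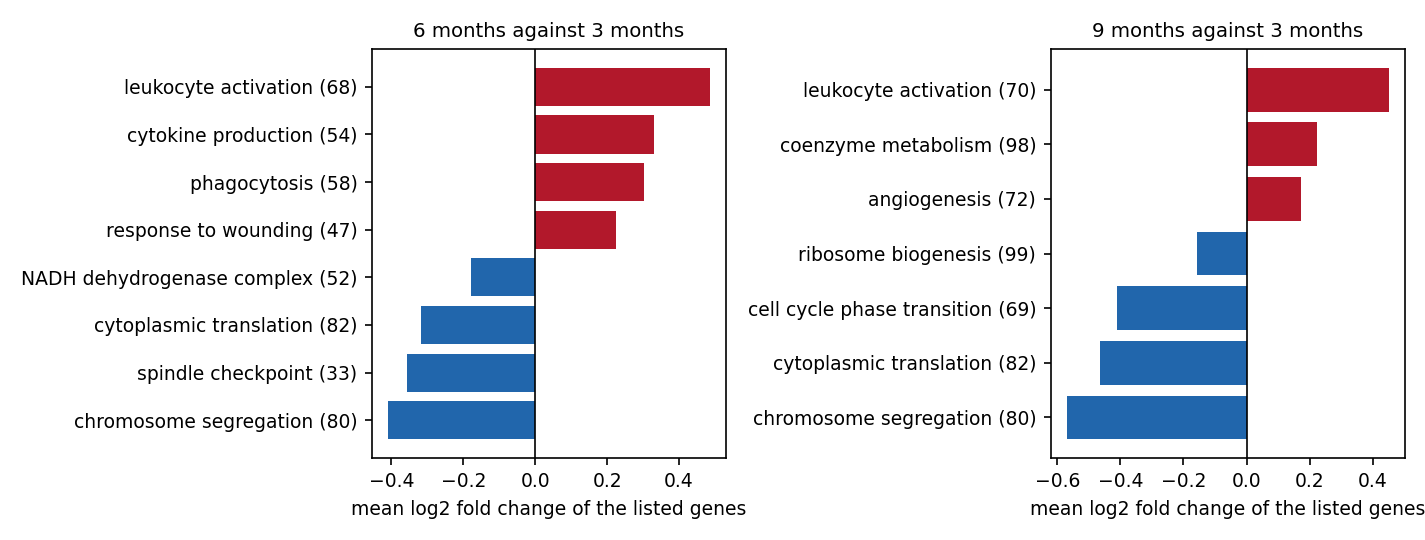
Mean log2 fold change over the genes of each list for which a direction stated by the paper was tested (horizontal axis) for 6 months against 3 months and 9 months against 3 months, with the number of genes tested in parentheses and 3 mice per group. Among the lists drawn, bars to the right are higher than at 3 months, up to 0.49 for leukocyte activation at 6 months, and bars to the left are lower, down to -0.57 for chromosome segregation at 9 months.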

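The chromosome segregation list, which stands for organelle fission and sister chromatid segregation, had a mean log2 fold change of -0.41 at 6 months against 3 months, with 79 of 80 genes lower (camera, adjusted p = 1.3e-25). At 9 months its mean was -0.57, with 77 of 80 genes lower (adjusted p = 6.6e-25). The spindle checkpoint list had means of -0.36 at 6 months (adjusted p = 1.2e-11) and -0.51 at 9 months (adjusted p = 2.8e-12). The cell cycle phase transition list had means of -0.24 (adjusted p = 1.1e-10) and -0.41 (adjusted p = 2.5e-14). Birc5 (ENSMUSG00000017716, chromosome 11 from 117849251 to 117855743) had 21.2 ± 4.59 CPM (SD, n = 3) at 6 months and 34.4 ± 5.31 at 3 months, a log2 fold change of -0.70 (standard error 0.18, adjusted p = 0.346). Its level at 9 months was 17.9 ± 3.90 CPM, a log2 fold change of -0.95 (standard error 0.21, adjusted p = 0.178). Kif22 (ENSMUSG00000030677, chromosome 7 from 127027729 to 127042471) had 28.0 ± 6.62 CPM (SD, n = 3) at 6 months and 43.7 ± 4.69 at 3 months, a log2 fold change of -0.65 (standard error 0.18, adjusted p = 0.359). At 9 months, Kif22 had 26.6 ± 4.92 CPM, a log2 fold change of -0.73 (standard error 0.17, adjusted p = 0.178). Cks1b (ENSMUSG00000028044, chromosome 3 from 89415472 to 89418383) had 21.4 ± 3.67 CPM (SD, n = 3) at 9 months and 38.2 ± 4.08 at 3 months, a log2 fold change of -0.85 (standard error 0.16, adjusted p = 0.164). In each of these comparisons the 3 older mice had less of the gene's RNA than the 3 younger mice, without overlap. The genes were picked for a small p in this direction, which favours such a separation.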

Both 6-month and 9-month ovaries had decreased expressions in biological pathways involved in organelle fission, meiosis (sister chromatid/chromosome segregation, spindle checkpoint/organization, cell cycle phase transition), translation regulation (cytoplasmic translation, ribonucleoprotein complex biogenesis) and mitochondrial function (NADH dehydrogenase complex assembly). These results indicate potential causes of declined oocyte quality and female fertility (Fig. 4C and D).

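Among the lists of translation, the cytoplasmic translation list of ribosomal protein genes had a mean log2 fold change of -0.32 at 6 months against 3 months, with 80 of 82 genes lower (camera, adjusted p = 2.6e-34). At 9 months its mean was -0.46, with 80 of 82 genes lower (adjusted p = 9.0e-35). Ribosomal protein genes have processed pseudogenes with near-identical sequences, so the counts of single members are uncertain. Rps21 (ENSMUSG00000039001, chromosome 2 from 180257377 to 180258445) had 225 ± 33.7 CPM (SD, n = 3) at 6 months and 359 ± 27.4 at 3 months, a log2 fold change of -0.68 (standard error 0.13, adjusted p = 0.328). Rpl32 (ENSMUSG00000057841, chromosome 6 from 115805505 to 115808747) had 360.1 ± 39.8 CPM (SD, n = 3) at 9 months and 544 ± 30.2 at 3 months, a log2 fold change of -0.61 (standard error 0.14, adjusted p = 0.178). The ribosome biogenesis list had a mean of -0.16 at 9 months (adjusted p = 6.4e-06), where Fisher's exact test of its genes with an unadjusted p under 0.05 did not pass (adjusted p = 0.166). At 6 months its mean was close to 0 (-5.1e-04, adjusted p = 0.923). The NADH dehydrogenase complex list was lower at 6 months, with a mean of -0.18 and 46 of 52 genes lower (adjusted p = 1.5e-08), while at 9 months its mean was -0.027 (adjusted p = 0.425). Ndufa3 (ENSMUSG00000035674, chromosome 7 from 3617373 to 3620327) had 37.3 ± 0.580 CPM (SD, n = 3) at 6 months and 51.2 ± 3.67 at 3 months, a log2 fold change of -0.46 (standard error 0.11, adjusted p = 0.328). The paper reasons from the lower expression of meiosis, translation and mitochondrial pathways together, and proposes them as sources of the age-related loss of oocyte quality.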

**Figure 4:**
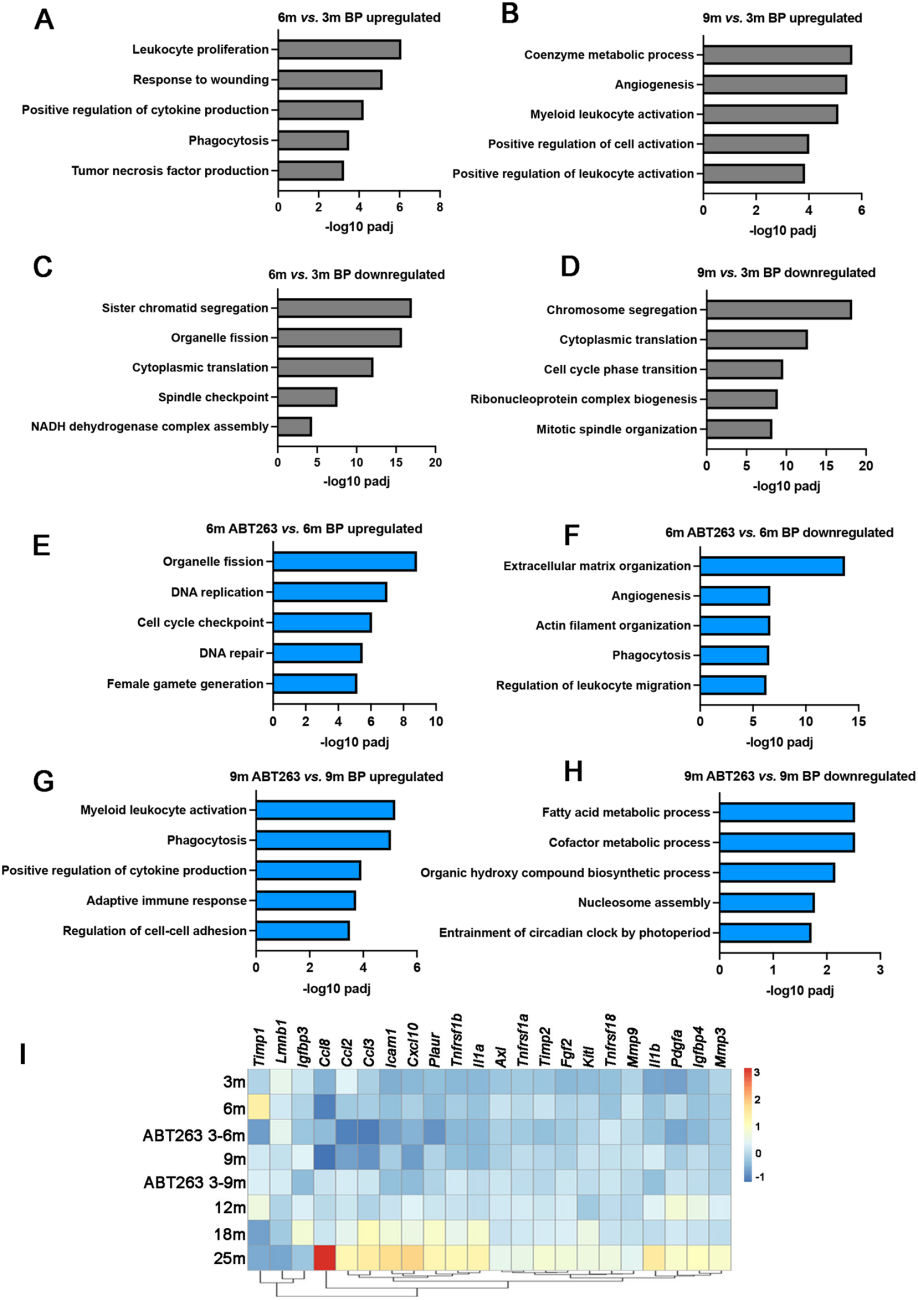
Comparative transcriptome profiling of mouse ovaries during aging and between the ovaries of ABT263-treated mice and control mice. (**A**–**D**) Gene ontology analysis of biological pathways (BP) that were significantly upregulated in the ovaries of 6-month-old mice (**A**) and 9-month-old mice (**B**) compared with 3-month-old mice; and the BPs that were significantly downregulated in the ovaries of 6-month-old mice (**C**) and 9-month-old mice (**D**) compared with 3-month-old mice. (**E**, **F**) BPs that were significantly upregulated (**E**) or downregulated (**F**) in 6-month-old ovaries of ABT263-treated mice compared with that of control mice. (**G**, **H**) BPs that were significantly upregulated (**G**) or downregulated (**H**) in 9-month-old ovaries of ABT263-treated mice compared with that of control mice. (**I**) Heatmap showing fold change in mRNA expression of SASP factors in mouse ovaries during aging and between the ovaries of ABT263-treated mice and control mice. n = 3 mice at each time point were used for RNA extraction and sequencing.

When comparing the 6-month-old ovaries of control mice with the ovaries of ABT263-treated mice, ABT263-treated ovaries had increased expressions in biological pathways of organelle fission, meiosis (DNA replication, cell cycle checkpoint, and DNA repair) (Fig. 4E); and decreased expressions in extracellular matrix organization, angiogenesis, actin filament organization, phagocytosis, and regulation of leukocyte migration (Fig. 4F). 

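In the 3 ABT263-treated ovaries of 6 months, the chromosome segregation list had a mean log2 fold change of 0.33 against the 3 controls, with 76 of 80 genes higher (camera, adjusted p = 1.4e-17). The DNA replication list rose by a mean of 0.32 with 67 of 69 genes higher (adjusted p = 4.1e-17), and the DNA repair list by 0.17 (adjusted p = 3.1e-06). Cell cycle phase transition, which includes the checkpoint terms, rose by 0.22 (adjusted p = 1.2e-10), and female gamete generation, a term of Fig. 4E, by 0.26 (adjusted p = 5.0e-11). Among the lists that fell, extracellular matrix had a mean of -0.22 with 74 of 99 genes lower (adjusted p = 1.2e-07), and leukocyte migration a mean of -0.37 with 41 of 53 genes lower (adjusted p = 3.6e-07). Phagocytosis had a mean of -0.29 (adjusted p = 3.4e-09) and actin filament organization a mean of -0.13 (adjusted p = 2.9e-07). The Reactome set for phagocytosis moved by -0.034 (adjusted p = 0.223). The mean of the angiogenesis list was -0.062, with 43 of 72 genes lower (adjusted p = 0.187). With the correlation estimated for each list, 0 of these 10 lists passed an adjusted p of 0.05, and 4 had an unadjusted p under 0.05. Tnc (ENSMUSG00000028364, chromosome 4 from 63959785 to 64047015) had 199 ± 83.2 CPM (SD, n = 3) after ABT263 and 716 ± 197 in controls, a log2 fold change of -1.85 (standard error 0.29, adjusted p = 0.0929). Mmp12 (ENSMUSG00000049723, chromosome 9 from 7344381 to 7369499) had 8.48 ± 2.09 CPM (SD, n = 3) after ABT263 and 28.4 ± 9.20 in controls, a log2 fold change of -1.75 (standard error 0.25, adjusted p = 0.0929). Lgals3 (ENSMUSG00000050335, chromosome 14 from 47367751 to 47386160) had 38.4 ± 7.74 CPM (SD, n = 3) after ABT263 and 86.8 ± 17.8 in controls, a log2 fold change of -1.19 (standard error 0.18, adjusted p = 0.0929). Gdf9 (ENSMUSG00000018238, chromosome 11 from 53431023 to 53437904) had 84.8 ± 7.73 CPM (SD, n = 3) after ABT263 and 55.3 ± 1.76 in controls, a log2 fold change of 0.61 (standard error 0.094, adjusted p = 0.0929). Mcm6 (ENSMUSG00000026355, chromosome 1 from 128331590 to 128359664) had 114 ± 13.4 CPM (SD, n = 3) after ABT263 and 79.4 ± 4.61 in controls, a log2 fold change of 0.52 (standard error 0.10, adjusted p = 0.131). Each of these 5 genes was without overlap between treated and control mice, a separation that chance gives for 10% of genes with 3 mice against 3. The 5 genes were picked for a small p in the stated direction, so this share does not apply to them.

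**Figure D2:**
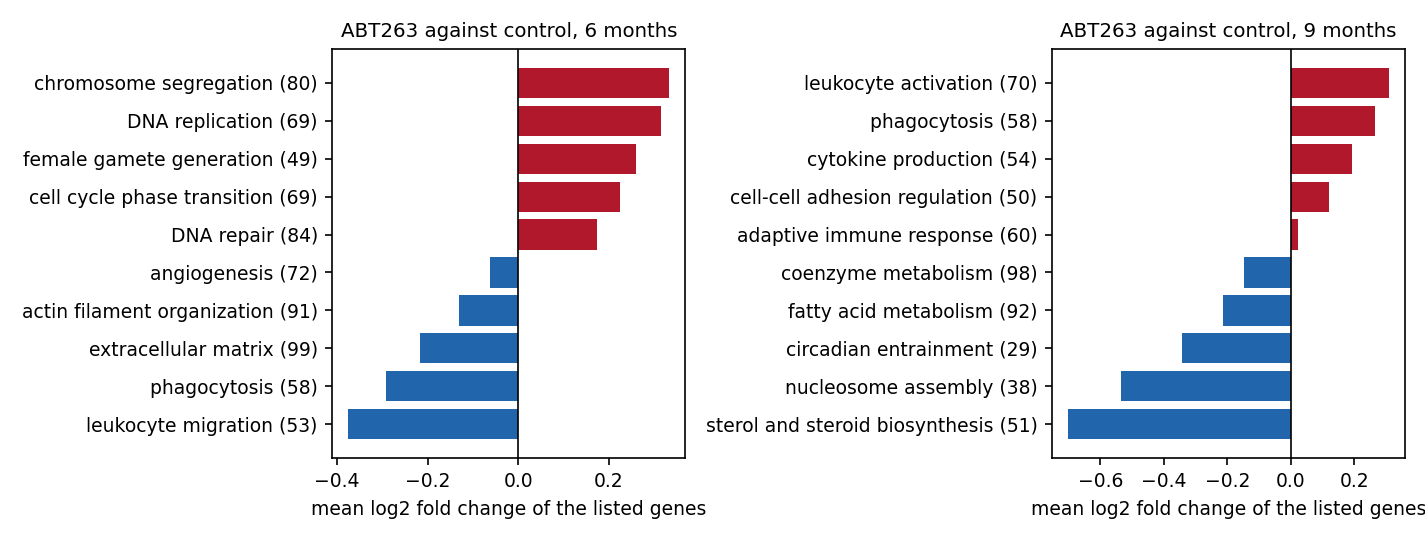
Mean log2 fold change over the genes of each list for which a direction stated by the paper was tested (horizontal axis) for ABT263-treated ovaries against controls at 6 months and at 9 months, with the number of genes tested in parentheses and 3 mice per group. At 6 months, the bars run from -0.37 for leukocyte migration to 0.33 for chromosome segregation, and at 9 months from -0.70 for sterol and steroid biosynthesis to 0.31 for leukocyte activation.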

At 9 months, compared with control ovaries, ABT263-treated ovaries had an increased expression in immune response-related biological pathways, including myeloid leukocyte activation, phagocytosis, positive regulation of cytokine production, and adaptive immune response (Fig. 4G); and a decreased expression in pathways involved in metabolism (fatty acid metabolic process, cofactor metabolic process, and organic hydroxy compound biosynthetic process), nucleosome assembly, and entrainment of circadian block by photoperiod (Fig. 4H). These results suggest that ABT263 treatment mitigated ovarian aging at the transcription level (Fig. 4).

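In the 9-month ovaries of ABT263-treated mice, the leukocyte activation list had a mean log2 fold change of 0.31 against controls, with 57 of 70 genes higher (camera, adjusted p = 3.4e-11). Phagocytosis rose by a mean of 0.27 with 46 of 58 genes higher (adjusted p = 1.8e-10), cytokine production by 0.19 (adjusted p = 1.6e-05) and cell-cell adhesion, a term of Fig. 4G, by 0.12 (adjusted p = 0.00453). The adaptive immune response list had a mean of 0.022, with 31 of 60 genes higher (adjusted p = 0.0928), and its mean was -0.012 with all 24 libraries in one fit. The sterol and steroid biosynthesis list, which stands for organic hydroxy compound biosynthesis, had a mean of -0.70 with 38 of 51 genes lower (adjusted p = 4.0e-09). Fatty acid metabolism fell by 0.21 (adjusted p = 2.7e-05) and coenzyme metabolism decreased by 0.15 (adjusted p = 0.00431). Nucleosome assembly had a mean of -0.53 with 23 of 38 genes lower (adjusted p = 7.9e-06), and circadian entrainment a mean of -0.34 with 25 of 29 genes lower (adjusted p = 1.7e-06). With the correlation estimated for each list, 0 of these 10 lists passed an adjusted p of 0.05, and 3 had an unadjusted p under 0.05. Only 4 of the 10 passed in the stated direction with Reactome sets, where the cytokine set moved by -0.031 (adjusted p = 0.691). Syk (ENSMUSG00000021457, chromosome 13 from 52583173 to 52648792) had 53.1 ± 4.74 CPM (SD, n = 3) after ABT263 and 32.4 ± 5.29 in controls, a log2 fold change of 0.71 (standard error 0.14, adjusted p = 0.852). Fcgr3 (ENSMUSG00000059498, chromosome 1 from 171051174 to 171064935) had 30.4 ± 4.61 CPM (SD, n = 3) after ABT263 and 18.6 ± 1.56 in controls, a log2 fold change of 0.71 (standard error 0.15, adjusted p = 0.852). Sik1 (ENSMUSG00000024042, chromosome 17 from 31844250 to 31855804) had 25.4 ± 6.13 CPM (SD, n = 3) after ABT263 and 72.9 ± 15.0 in controls, a log2 fold change of -1.52 (standard error 0.21, adjusted p = 0.852). Tm7sf2 (ENSMUSG00000024799, chromosome 19 from 6062821 to 6068373) had 28.3 ± 16.1 CPM (SD, n = 3) after ABT263 and 122 ± 85.6 in controls, a log2 fold change of -2.11 (standard error 0.70, adjusted p = 0.852). Its values overlapped between treated and control mice. Hist1h1c (ENSMUSG00000036181, chromosome 13 from 23738808 to 23740367) had 51.4 ± 16.4 CPM (SD, n = 3) after ABT263 and 154 ± 46.8 in controls, a log2 fold change of -1.58 (standard error 0.30, adjusted p = 0.852). Histone genes have near-identical copies, so the counts of single copies are uncertain.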

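Across 17875 genes at 6 months, the log2 fold change of ABT263 against control was set against that of 6 months against 3 months. The control mice enter both fold changes with opposite signs, which gives a negative correlation by itself, so 1 control mouse was used for one fold change and the other two for the other. Over the 6 such assignments, Pearson's r across genes was -0.25 ± 0.0492 (SD), from -0.29 to -0.17. Across 17822 genes at 9 months it was -0.051 ± 0.189 (SD), from -0.27 to 0.26, so the sign at 9 months changed with the control mice used. Genes are not independent replicates, and no p is given. The setting that moved r most was the choice of genes, and over the 1575 genes with an unadjusted p under 0.05 between 6 and 3 months r was -0.71. At 9 months it was -0.43 over 2357 genes chosen the same way. These genes were selected with the same control mice that enter the correlation. With all 3 control mice in both fold changes, r was -0.63 at 6 months and -0.43 at 9 months. The paper proposes its view of the drug from the pathways that changed after ABT263 at 6 and at 9 months.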

We further conducted comparative profiling on the mRNA expression of the SASP factors between ABT263-treated mice and control mice, as well as during ovarian aging (Fig. 4I). We found that compared with young ovaries (3 months), the expression of SASP factors increased during ovarian aging from 6 to 12 months and to a greater extent in aged (18 months and 25 months) ovaries; and ABT263 treatment selectively reduced the expression of some SASP factors. 

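The SASP list held 21 of the 22 genes of Fig. 4I, leaving out Lmnb1, whose loss marks senescence in the paper. Its mean log2 fold change against 3 months was 0.22 at 6 months (camera, adjusted p = 3.7e-04 over 7 comparisons), 0.14 at 9 months (adjusted p = 0.0393) and 0.76 at 12 months (adjusted p = 1.3e-05). At 18 months it was 0.91 (adjusted p = 3.5e-06) and at 25 months 1.75 (adjusted p = 1.9e-08). After ABT263, the list's mean was -0.41 at 6 months, with 17 of 20 genes lower than in controls (adjusted p = 1.9e-06). At 9 months it was 0.26, with 7 of 20 genes lower (adjusted p = 0.00512). The alternative that moved these results most was the Reactome set for the SASP, 69 identifiers whose overlap with the 21 genes was not examined. That set's mean was -0.34 at 18 months, -0.34 at 25 months and 0.058 after ABT263 at 6 months. With the inter-gene correlation estimated, the adjusted p was 0.0381 after ABT263 at 6 months and from 0.171 to 0.306 in the other 6 comparisons. A SASP score, the mean of log2 CPM over the 21 genes relative to 3 months, was 0.249 ± 0.0199 (SD, n = 3) at 6 months, 0.136 ± 0.210 at 9 months, 0.711 ± 0.537 at 12 months, 0.927 ± 0.381 at 18 months and 1.72 ± 0.370 at 25 months. Exact permutation tests against 3 months, two-sided, gave p = 0.4, 0.6, 0.2, 0.1 and 0.1, and 0.5, 0.6, 0.333, 0.25 and 0.25 after adjustment over the 5 ages. Over the 18 mice, the score rose with age, with Pearson's r = 0.87 (permutation p = 2.0e-05) and Spearman's rho = 0.81 (permutation p = 9.0e-05). The 3 mice of 25 months are equally far from the median age, and without any 2 of them r was 0.78 to 0.83. Without the 25-month mice r was 0.72 (permutation p = 0.00244), and from 3 to 12 months 0.58 (permutation p = 0.0406) with a rho of 0.43 (permutation p = 0.169). The labels name no sequencing batches.

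**Figure D3:**
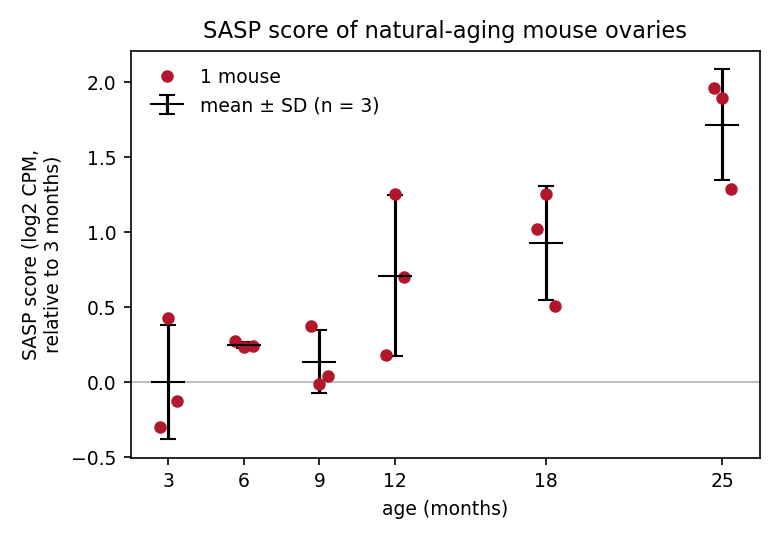
SASP score of each mouse (points, log2 CPM relative to 3 months) against age in months, with bars for the mean and SD of 3 mice. The 25-month mice lie between 1.29 and 1.96, above the highest 3-month mouse at 0.428.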

From 3 to 6 months, mRNA of SASP factors *Timp1* (TIMP metallopeptidase inhibitor 1), *Icam1* (intercellular adhesion molecule 1)*, cxcl10 (C-X-C motif chemokine ligand 10), Tnfrsf1b (*TNF receptor superfamily member 1b*)*, *Axl (AXL receptor tyrosine kinase), Timp2 (TIMP metallopeptidase inhibitor 2), Fgf2 (fibroblast growth factor 2), Kitl (KIT ligand), Mmp9, Il1b, Pdgfa* (platelet-derived growth factor a) showed an increased expression. 

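Of the 22 genes of Fig. 4I, 21 passed the filter at 6 months, and 15 of them were higher than at 3 months. All 11 genes the paper lists here had a positive log2 fold change, 5 of them with an unadjusted p under 0.05 and without overlap between the ages for 5 of the 11. None passed an adjusted p of 0.05, 0 over all genes tested and 0 over the 22 genes alone. The paper named these 11 genes from the same libraries, so their direction was given in advance and is no independent evidence. Pdgfa (ENSMUSG00000025856, chromosome 5 from 138976014 to 138997370) had 37.2 ± 7.14 CPM (SD, n = 3) at 6 months and 22.8 ± 4.41 at 3 months, a log2 fold change of 0.70 (standard error 0.18, adjusted p = 0.347). In the authors' Supplementary Table S2, whose test the paper does not name, the adjusted p of Pdgfa was 0.0492. Fgf2 (ENSMUSG00000037225, chromosome 3 from 37348346 to 37410108) had 27.2 ± 2.04 CPM (SD, n = 3) at 6 months and 20.1 ± 2.07 at 3 months, a log2 fold change of 0.43 (standard error 0.13, adjusted p = 0.392). Axl (ENSMUSG00000002602, chromosome 7 from 25757273 to 25788705) had 422 ± 45.0 CPM (SD, n = 3) at 6 months and 322 ± 52.1 at 3 months, a log2 fold change of 0.38 (standard error 0.15, adjusted p = 0.494). Timp2 (ENSMUSG00000017466, chromosome 11 from 118301069 to 118355740) had 395 ± 33 CPM (SD, n = 3) at 6 months and 303 ± 56.4 at 3 months, a log2 fold change of 0.38 (standard error 0.15, adjusted p = 0.498). Timp1 (ENSMUSG00000001131, chromosome X from 20870166 to 20874735) had 202 ± 146 CPM (SD, n = 3) at 6 months and 72.0 ± 52.9 at 3 months, a log2 fold change of 1.48 (standard error 0.58, adjusted p = 0.496). Of the genes here, Timp1 alone passed the threshold under an alternative, with an adjusted p of 0.0198 when mice of the same number in both groups were treated as pairs, although they are different mice. The log2 fold changes of the others were 1.31 for Il1b (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139), 0.50 for Cxcl10 (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889) and 0.35 for Kitl (ENSMUSG00000019966, chromosome 10 from 100015630 to 100100416). They were 0.32 for Mmp9 (ENSMUSG00000017737, chromosome 2 from 164940780 to 164955850), 0.26 for Tnfrsf1b (ENSMUSG00000028599, chromosome 4 from 145213463 to 145246870) and 0.19 for Icam1 (ENSMUSG00000037405, chromosome 9 from 21015985 to 21028817), with standard errors from 0.15 to 0.76. Il1b had 0.993 ± 0.796 CPM at 6 months and 0.398 ± 0.350 at 3 months, and its difference was within the spread between mice.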

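Of the 21 SASP genes of Fig. 4I that passed the filter in the 6-month ovaries of ABT263-treated and control mice, 17 were lower after ABT263. The list of 12 genes that the paper gives for ABT263 at 6 months had 12 negative log2 fold changes, 7 of them with an unadjusted p under 0.05 and 8 without overlap between treated and control mice. The paper named these 12 genes from the same libraries, so their direction is no independent evidence. Adjusted over all genes tested, 0 of the 22 genes passed 0.05, and adjusted over the 22 genes alone, 5 did. These 5 were Timp1 (46.8 ± 33.1 CPM (SD, n = 3) after ABT263, log2 fold change -2.12, adjusted p over the 22 genes 0.0220), Ccl3, Timp2, Pdgfa and Ccl2. Ccl3 (ENSMUSG00000000982, chromosome 11 from 83647844 to 83649355) had 0.469 ± 0.0435 CPM after ABT263 and 1.39 ± 0.293 in controls, a log2 fold change of -1.56 (standard error 0.37, adjusted p = 0.180). Ccl2 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453) had 0.873 ± 0.441 CPM after ABT263 and 2.14 ± 0.326 in controls, a log2 fold change of -1.31 (standard error 0.39, adjusted p = 0.258). For Timp2, at 291 ± 32.4 CPM (SD, n = 3) after ABT263, the comparison gave a log2 fold change of -0.45 (standard error 0.11, adjusted p = 0.186). For Pdgfa, at 23.4 ± 3.58 CPM (SD, n = 3) after ABT263, it gave a log2 fold change of -0.68 (standard error 0.17, adjusted p = 0.189). With DESeq2's Wald test, the adjusted p was 0.0149 for Timp2 and 0.0135 for Pdgfa. Plaur (ENSMUSG00000046223, chromosome 7 from 24462484 to 24475968) had 3.83 ± 1.21 CPM after ABT263 and 5.88 ± 1.43 in controls, a log2 fold change of -0.62 (standard error 0.29, adjusted p = 0.477). Icam1, Cxcl10 and Tnfrsf1b had log2 fold changes of -0.37, -0.55 and -0.26, and their treated and control mice did not overlap. Axl, Fgf2 and Mmp9, at -0.23, -0.14 and -0.24, overlapped between treated and control mice.

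**Figure D4:**
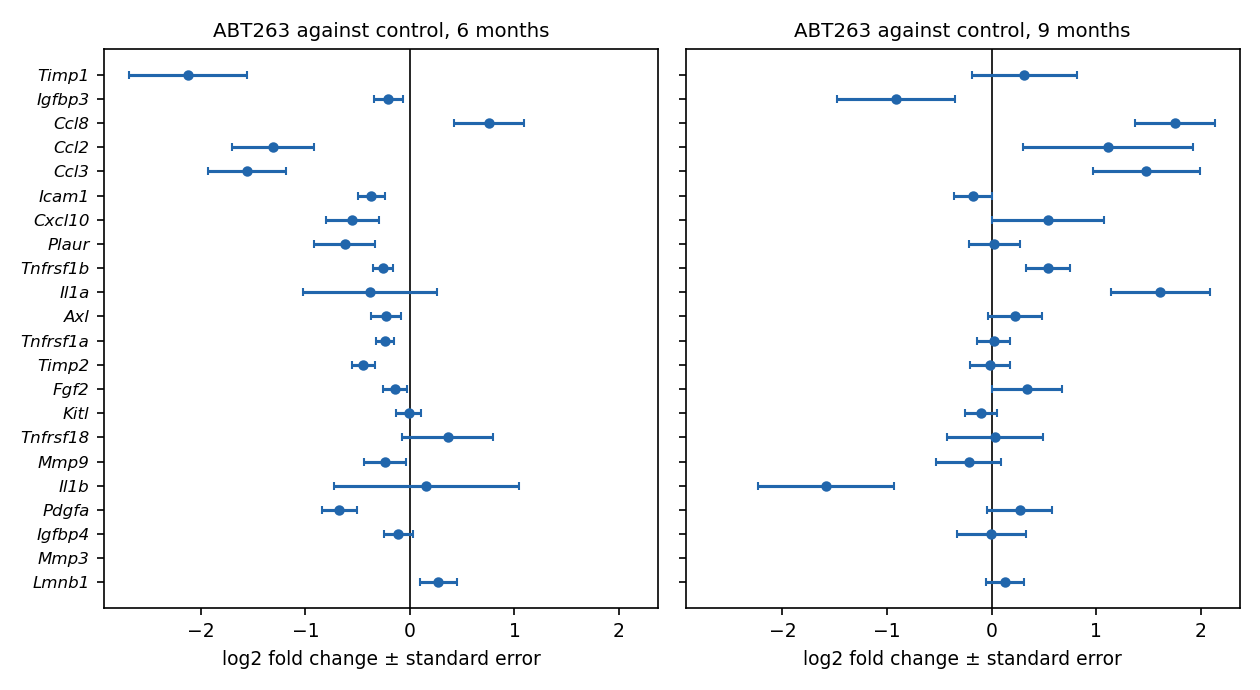
Log2 fold change (points) with its standard error (lines) of each gene of Fig. 4I for ABT263-treated ovaries against controls at 6 months and at 9 months, 3 mice per group. At 6 months Timp1 lies lowest at -2.12, and at 9 months Ccl8 lies highest at 1.75, with Mmp3 not drawn because it did not pass the filter on low counts.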

In the 6-month-old ABT263 treated ovaries, expressions of *Timp1*, *Ccl2 (*C-C motif chemokine ligand 2*)*, *Ccl3, Icam1, cxcl10, Plaur* (plasminogen activator, urokinase receptor), *Tnfrsf1b, Axl, Timp2, Fgf2, Mmp9, Pdgfa* were downregulated due to ABT263 administration. 

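Of the 20 genes of Fig. 4I that passed the filter at 9 months, 15 were higher than at 3 months. The 10 genes that the paper lists for 9 months, Timp1, Igfbp3, Icam1, Plaur, Tnfrsf1a, Kitl, Tnfrsf18, Il1b, Pdgfa and Igfbp4, had 10 positive log2 fold changes, 3 with an unadjusted p under 0.05, 2 without overlap, and 0 passing adjustment over all genes or over the 22 genes alone. The paper named these 10 genes from the same libraries too, so their direction was given in advance. At 9 months, Il1b had 2.40 ± 1.75 CPM (SD, n = 3), a log2 fold change of 2.56 (standard error 0.79, adjusted p = 0.235). With DESeq2's Wald test, the adjusted p of Il1b was 0.0325. Kitl had 118 ± 12.8 CPM, a log2 fold change of 0.53 (standard error 0.16, adjusted p = 0.235), and Icam1 18.6 ± 1.38 CPM, a log2 fold change of 0.39 (standard error 0.16, adjusted p = 0.350). The other log2 fold changes were 0.56 for Pdgfa, 0.35 for Plaur, 0.50 for Tnfrsf18 (ENSMUSG00000041954, chromosome 4 from 156026164 to 156028895), 0.48 for Igfbp4 (ENSMUSG00000017493, chromosome 11 from 99041244 to 99054392), 0.41 for Igfbp3 (ENSMUSG00000020427, chromosome 11 from 7206086 to 7213923) and 0.23 for Tnfrsf1a (ENSMUSG00000030341, chromosome 6 from 125349362 to 125362484), and 0.074 for Timp1. With each mouse left out in turn, the log2 fold change ranged from -0.26 to 0.85 for Timp1 and from -0.090 to 0.82 for Igfbp3. After ABT263 at 9 months, Il1b was at 0.795 ± 0.287 CPM, a log2 fold change of -1.58 (standard error 0.65, adjusted p = 0.852), and Igfbp3 at 28.8 ± 15.7 CPM against 54.2 ± 34.0 in controls, a log2 fold change of -0.91 (standard error 0.56, adjusted p = 0.853). Kitl had a log2 fold change of -0.10 (standard error 0.15, adjusted p = 0.936), from -0.19 to 0.022 with each mouse left out. All of these overlapped between treated and control mice. In the same comparison, Ccl8, Il1a, Ccl3 and Tnfrsf1b were higher after ABT263 with an unadjusted p under 0.05, with log2 fold changes of 1.75, 1.61, 1.48 and 0.54, and Ccl8 passed adjustment over the 22 genes (0.0451) but not over all genes (adjusted p = 0.852). For Il1a at 9 months, the paper reports a reduction after ABT263 by real-time PCR. At 18 months, 6 genes passed an adjusted p of 0.05 over all genes and 10 over the 22 genes. The 6 were Fgf2 (0.91), Plaur (1.52), Icam1 (1.56), Tnfrsf1b (0.96), Il1a (3.15) and Pdgfa (0.95), with log2 fold changes in parentheses. With each mouse left out in turn, Icam1, Tnfrsf1b and Pdgfa each no longer passed over all genes in 5 of 6 fits. Il1a no longer passed in 4, and Fgf2 and Plaur each in 3. Icam1 had 41.8 ± 18.3 CPM (SD, n = 3) at 18 months and 14.0 ± 1.91 at 3 months, a log2 fold change of 1.56 (standard error 0.32, adjusted p = 0.0279). At 25 months, 16 genes passed over all genes and 16 over the 22, of which 15 were higher, from 0.73 for Tnfrsf1a to 4.26 for Il1b, and Lmnb1 was lower (-1.16, adjusted p = 0.00222). Icam1 reached 85.4 ± 24.0 CPM at 25 months, a log2 fold change of 2.60 (standard error 0.23, adjusted p = 8.7e-04). With mice of the same number treated as pairs, Plaur at 25 months had an adjusted p of 0.0578, and with all 24 libraries in one fit Pdgfa at 18 months had 0.180.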

Compared with 3 months ovaries, 9 months ovaries had upregulated expressions in *Timp1, Igfbp3* (insulin-like growth factor binding protein 3), *Icam1, Plaur, Tnfrsf1a, Kitl, Tnfrsf18 (TNF receptor superfamily member 18), Il1b, Pdgfa, Igfbp4.* And the ABT263 treatment reduced the expression of *Igfbp3, Kitl,* and *Il1b* (Fig. 4I)*.* The expression of the SASP factors increased significantly in the ovaries of 18 and 25 months when most follicles have been depleted, indicating that in the aged ovaries, non-follicular somatic cells may become the major cell types that produce the SASP, and senescent cell clearance might be severely compromised. Although the changes in whole ovary transcriptome indicate upregulated inflammatory pathways, how each cell type changes in SASP factor expression and the associated functions during ovarian aging should be carefully examined in future studies.

## Discussion

Quiescent primordial follicles are recognized by their morphological structure of a primary oocyte at ~ 20 μm in diameter surrounded by a single layer of squamous pregranulosa cells. In the present study, we demonstrated that although morphologically undistinguishable, some primary oocytes in the primordial follicle had features of cellular senescence, including positive for SA-β-gal staining, translocated HMGB1 due to defective nuclear envelopes and most importantly produced the SASP cytokines (IL-1α and IL-6) that could cause local inflammation and tissue destruction. It is worth noting that the percentages of IL-1α -positive, IL-6-positive, and SA-β-gal-positive primary oocytes were lower than the percentage of primary oocytes with translocated HMGB1 (Fig. 1F, H, J, L and N). This result indicates that primary oocytes with defective nuclear envelopes (as indicated by the lack of laminb1) and translocated HMGB1 may present primary oocytes at the stage of becoming senescent. The primary oocytes with the SASP production (IL-1α or IL-6) are SA-β-gal positive due to an increased lysosomal content may represent primary oocytes that have become senescent completely. These results demonstrated that senescent primary oocytes, as germline cells that are arrested at meiotic prophase I, share a common cellular feature of cellular senescence observed in somatic cells. Our observation complements previous findings that terminally differentiated cells, including neurons, cardiomyocytes, and adipocytes, can become senescent^25^. Our study suggests that similar to apoptosis and quiescence, cellular senescence is a general cellular state that can take place not only in mitotic and non-mitotic cells but also in germ cells in meiosis.

In somatic cells, senescence can be triggered through two pathways. Firstly, persistent DNA damage activates the p53 tumor suppressor, which induces the expression of cell cycle inhibitor p21 and causes cell cycle arrest. When experiencing stress that does not involve direct DNA damage, increased p16^INK4a^ expression activates pRB tumor suppressor, which silences certain proliferative genes by heterochromatinization^15^. In quiescent primary oocytes, TAp63α, a p53 ortholog, instead of p53 is highly expressed and is in a closed, inactive dimeric conformation^56,57^. Upon DNA damage caused by radiation or chemotherapy drugs, ATM (ataxia telangiectasia mutated kinase) or ATR (ATM and rad3-related) activates checkpoint kinase 2 (CHK2) or checkpoint kinase 1 (CHK1). CHK1/2 further phosphorylates TAp63, which activates its downstream targets to initiate apoptosis in primary oocytes^57–63^. In the ovary under physiological aging, DNA damage takes place less extensively compared with that induced by radiation or chemotherapy. Whether primary oocytes undergo senescence first before undergoing apoptosis will be addressed in our future study. In addition to DNA damage, whether increased oxidative stress due to dysfunctional mitochondria or telomere shortening in primary oocytes causes primary oocyte senescence is an intriguing open question that will be further investigated in our future study^25,64,65^.

Because most senescent cells are resistant to apoptosis, the accumulation of senescent cells in the tissue during aging could cause detrimental effects. In the present study, we found that although the number of primordial follicles declined significantly from 2 months (1687 ± 498 per ovary) to 9 months (284 ± 72 per ovary), the percentage of senescent primary oocytes increased from 7.97 ± 0.18% to 15.6 ± 1.41%, this indicates that senescent primary oocytes may not be resistant to cell death, instead, senescent primary oocytes may be constantly lost in the adult ovary^17^. This observation is consistent with the new role of cellular senescence in causing apoptosis in senescent cells autonomously and neighboring cells through the SASP^32^. Previous studies found that several cytokines, including interleukin 16 (IL-16), IL-6, IL-18, and TNFα cause primordial follicle loss or activation^54,66,67^. We found that senescent primary oocytes produced IL-1α and IL-6; whether these two SASP cytokines cause primary oocyte loss will be investigated in our future study. The possible effect of senescent primary oocytes on primordial follicle loss was further supported by ABT263 administration, which caused a decreased percentage of senescent primary oocytes. We found increased numbers of primordial and total follicles in ABT263-treated mouse ovaries compared with control ovaries at 6 months and 9 months (Fig. 2), suggesting that a decreased senescent primary oocyte accumulation is associated with reduced primordial follicle loss in adult mouse ovaries.

ABT-263 initiates apoptosis in senescent cells through inhibiting the activity of the antiapoptotic BCL-2 family, and caused senescent primary oocyte clearance and a decreased primordial follicle loss in the present study^35^. Although we did not find apoptotic primary oocytes (cleaved caspase-3 or TUNEL positive) during natural aging in 2-month and 9-month-old mouse ovaries (Supplementary Table S1), whether or not senescent primary oocyte clearance in ABT263-treated ovaries took place via apoptosis should be carefully examined in future study. However, our results are consistent with previous findings that BCL2 is involved in primordial follicle loss. In the mouse models with Bcl-2 over expression in mouse germ cells or oocytes, an increased number of primordial follicles were observed in newborn ovaries and primordial follicles were resistant to cell death compared to that in wildtype mice^68,69^. Our results suggest that compared with quiescent primary oocytes, senescent primary oocytes might be more prone to apoptosis upon inhibited BCL-2 activity.

Because ABT263 was administrated systemically in the present study, senescent cell clearance also took place in other tissues, which may have caused reduced inflammatory cytokine production systemically. Thus, reduced primordial follicle loss observed in ABT263-treated mouse ovaries may be attributed by other unidentified factors, in addition to an increased senescent primary oocyte clearance identified in the present study. We speculate that transient accumulated senescent primary oocytes at ~ 15% in ovaries from 3 to 6 months during normal aging may lead to senescence in neighboring primary oocytes and trigger a continued senescence-associated primary oocyte loss that causes the onset of ovarian aging.

Although a relatively low percentage of senescent primary oocytes remained in mouse ovaries during ovarian aging up to 12 months, the transcriptome profile of adult ovaries in our study revealed that SASP-related inflammatory biological processes (BP) were upregulated from 3 to 6 months and remained upregulated in 9 months ovaries, including TNF and cytokine production, and leukocyte proliferation and activation. This result indicates that immune-response in the adult ovary is active before and during ovarian aging, which may play a role in senescent cell clearance (Fig. 4A). The BPs that were downregulated during aging are mostly involved in cell cycle, DNA repair, and spindle checkpoint and organization, consistent with increased DNA damage and decreased oocyte meiotic maturation and female fertility observed in present and many previous studies. It is worth noting that some pro-inflammatory cytokines, for example, IL-17 and TNFα directly or indirectly affect cytoskeleton organization^70,71^, which plays an essential role in oocyte meiotic maturation. Our results indicate that an increased inflammatory response in the adult ovary before and during ovarian aging may contribute to decreased oocyte meiotic maturation and increased aneuploidy in mature oocytes. This hypothesis is supported by our results from the ABT263 treatment experiment—a reduced immune-response/senescence-associated inflammation and improved oocyte maturation and fertility were observed in ATB263-treated ovaries. Thus, reducing senescence-associated inflammatory response may present a potential clinical approach to improve female fertility. What are the initial cells that trigger inflammation and cause the onset of ovarian aging? Our study argues that SASP-producing senescent primary oocytes observed starting in young mouse ovaries (1–2 months), maintained during ovarian aging (6–12 months), and accumulated in aged mouse ovaries (18 months), may be the initial cellular source triggering senescent-associated inflammation in ovarian somatic cells, which often observed in aged mouse ovaries^41^.

In summary, we reported in the present study that some quiescent primary oocytes become senescent starting in young mouse ovaries, maintained during ovarian aging, and accumulate in aged ovaries. Senescent cell clearance reduced primordial follicle loss and senescence-associated inflammation in the adult ovary, and improved oocyte maturation and female fertility. Our study suggests that cellular senescence is involved in ovarian aging and speculates that SASP-producing senescent primary oocytes may be the initial cellular source triggering senescent-associated inflammation and the onset of ovarian aging.

## Materials and methods

### Animals

All animal experiments were approved by the Institutional Animal Care & Use Committee (IACUC) at the University of Missouri (protocol number: 36647) and the Buck Institute for Research on Aging (protocol number: A10207), and conducted in accordance with the Guide for the Care and Use of Laboratory Animals of the University of Missouri, the Standard Operating Procedure for Animal Research of the Buck Institute, and the ARRIVE guidelines. C57BL/6J (000664) mice and p16-3MR mice (037045) were acquired from the Jackson Laboratory. The carbon dioxide (CO_2_) inhalation system in the vivarium facility was used for euthanasia. During euthanasia, the mice were placed into a chamber, in which CO2 was added slowly to increase its concentration. The personnel performing euthanasia were required to monitor the process and wait for at least one minute after no movement, visible inhaling, and heartbeat was detected. An approved secondary method was used to ensure the death of the mice.

### Antibody staining and follicle quantification

Adult ovaries were fixed in 4% paraformaldehyde (PFA) overnight at 4 °C. After fixation, ovaries were washed in phosphate-buffered saline (PBS) and incubated in 30% sucrose overnight before embedding in optimal cutting temperature (OCT) compound. For quantifications of total follicles and senescent primary oocytes, serial frozen sections were cut at 10 µm of the entire ovary and number of the total sections of each ovary was recorded. Frozen sections at every fifth interval were collected and stained with antibodies to HMGB1 and MSY2 for follicle and senescent primary oocyte quantifications. Follicles at different stages of folliculogenesis were staged based on established morphological characteristics used in previously published studies^47–49^. Follicles were counted in all stained sections. The numbers of follicles at the following stages of folliculogenesis (primordial, transition, primary, secondary, preantral, and antral) per ovary were calculated as the number of follicles in each ovary = follicles/section × total sections of each ovary. Primary oocytes of primordial follicles were recognized by MSY2-positive staining. HMGB1 translocated primary oocytes were defined as MSY2-positive primary oocytes enclosed in primordial follicles that are: HMGB1 nucleus-positive and cytoplasmic-positive; nucleus-negative and cytoplasmic-positive; and nucleus-negative and cytoplasmic-negative. The number of senescent primary oocytes in each ovary = senescent primary oocytes/section x total sections of each ovary. For quantifications of primary oocytes that were IL-1α-positive, IL-6-positive, LMNB1-negative or β-gal-positive, frozen sections at every fifth interval of the ovary were collected, and 12 sections from the middle of the ovary were stained with antibodies to HMGB1, MSY2, and LMNB1 (or IL-1α, or IL-6), or stained with the β-galactosidase staining kit. All primary oocytes on these sections were examined and quantified. For the quantification of apoptotic primary oocytes, frozen sections at every fifth interval of each ovary were collected, 12 sections from the middle of the ovary were stained with the TUNEL apoptosis detection kit, and 20 sections from the middle of the ovary were stained with antibodies to cleaved caspase-3. All primary oocytes on these sections were examined and quantified. Please see Supplementary Table S6 for detailed information of antibodies and staining kits.

### Serum collection and hormone measurement

Blood was collected from each mouse via cardiac puncture using a 1 ml syringe with a 21G needle immediately after the mouse was euthanized. The blood was placed in a 1.5 ml microcentrifuge tube and sat on the tube rack at room temperature for 30 min followed by 4 degrees overnight to allow the blood to clot. The serum was isolated by centrifuging the blood at 2000 g for 10 min at 4 degrees and stored in a − 80 freezer. ELISA kits were used to measure estradiol (Calbiotech ES180S-100), progesterone (IBL America, IB791830), and AMH (Anshlabs, AL-113) levels in the serum samples.

### ABT263 gavage

ABT263 gavage was done by following an established protocol^36^. Female C57BL/6J mice at 3 months of age were orally administered either ABT263 (Selleckchem, S1001) at the dosage of 50 mg/kg body weight per day (mg/kg/d) or the vehicle for 7 consecutive days followed by 21 days interval each month over a period of 3 months^36^. The vehicle contained ethanol: polyethylene glycol 400: Phosal 50 PG at the ratio of 10:30:60. Phosal 50 PG is a standardized phosphatidylcholine (PC) concentrate with at least 50% PC and propylene glycol (Phospholipid Gmbh, Cologne, Germany). At the end of the 3-month treatment, blood and ovarian tissues of control mice and ABT-treated mice (now at 6 months of age) were collected for RNA isolation and follicle quantification.

### RNA isolation, RNA sequencing and real-time PCR

Total RNA of each homogenized ovary was extracted using a TRIzol™ Plus RNA purification kit (Invitrogen, 12183555), and each experimental timepoint had three replicates. The RNA samples were submitted to Novogene (Sacramento, California) for mRNA sequencing and analyzed using the NovoMagic Online RNA-seq Bioinformatics Analysis Tool. For real-time PCR experiments, reverse transcription was carried out using 1 μg of total RNA and random primers (Reverse Transcription System, Promega, A3500). IQ™ SYBR® Green qPCR Supermix (Bio-Rad, 1708887) was employed for the real-time PCR assay. PCR reactions were conducted utilizing the Applied Biosystems Real-Time PCR System (Life Technologies, USA). Data normalization was performed using reference genes *B2m* and *Rplp0*. Primer sequences are detailed in Supplementary Table S7.

### Oocyte maturation, DNA damage, and fertility assay

C57BL/6J mice at 9 months of age that were administrated with ABT263 or control vehicles at 3 months of age were injected with 5 IU of eCG (Sigma, G4877). The ovaries were collected at 44 h after the eCG injection. After removing the surrounding fat tissue in PBS, antral follicles were punctured using two insulin needles to release cumulus-oocyte complexes (COCs) containing immature GV-stage oocytes from the ovaries in the in vitro maturation (IVM) medium. The IVM medium was the M2 medium (Sigma, M7167) containing 2 mM glutamine (Sigma, G8540), 3 mg/ml bovine serum albumin (Sigma, A9418), 75 µg/ml penicillin G (Sigma, P3032) and 50 µg/ml streptomycin sulfate (Sigma, S9137). Milrinone (Sigma, 78415-72-2), a selective inhibitor of oocyte-specific phosphodiesterase (PDE3), was added into the IVM medium at the concentration of 5 μM to prevent the GV-stage oocytes from undergoing maturation. Only the oocytes with an intact CV and no apparent signs of degeneration were collected for antibody staining and IVM culture. Milrinone was removed from the IVM medium for oocyte maturation culture^72,73^. The rates of GVBD and PBE were assessed after 2 h and 14 h of IVM culture, respectively. Rate of GVBD = % of GVBD oocytes/total cultured oocytes; rate of PBE = % of PBE oocytes/total cultured oocytes. To assess spindle morphology, oocytes were fixed after 6 h of IVM culture for α-tubulin antibody staining^73^. When collecting oocytes for antibody staining and assessing GVDB, cumulus cells were removed by passing COCs through a hand-drawn fine glass pipette. For oocyte antibody staining, oocytes were fixed in 4% PFA for 1 h and washed in PBST_2_ (PBS with 0.1% Tween-20 and 0.5% Triton X-100) for 1 h, the oocytes were with primary antibodies in PBST_2_ containing 10% donkey serum, 10% BSA and 100 mM Glycine at 4 °C overnight. After washing three times in PBST_2_ for at least 15 min each, the oocytes were incubated with secondary antibodies in PBST_2_ overnight. After washed with PBST_2_, the oocytes were stained with DAPI in PBS to visualize nuclei and imaged using confocal microscopy (Zeiss LSM7000). To measure the width of the metaphase plate (DAPI-positive chromosomes), and the width and length of the meiotic spindle (α-tubulin positive) shown in Fig. 3F, the image of the biggest cross-section from a series of confocal images of each spindle was chosen for the measurement using the Image-J software (ImageJ2, version: 2.14.0/1.54f, http://imagej.net/Contributors). To assess fertility, 1 week after ABT treatment was completed, ten ABT-treated mice and ten control mice at 6 months of age were housed with male C57BL/6J mice at the ratio of one female with one male until 9 months of age, and numbers of the pups of each litter were recorded.

### Statistics

Sample size of the mice used in the present study was determined using power analysis, with a significance threshold of 0.05 and a power level of 80%. Data were analyzed and plotted using Prism 10 (GraphPad Prism 10.1.2). Parametric t-tests were used to examine the difference between two experimental groups. Multiple experimental groups were analyzed using one-way ANOVA with Dunnett’s tests. We assessed the normality of errors and the homogeneity of variances with the Shapiro–Wilk and Bartlett tests, respectively. When the assumptions were not achieved, data were submitted to the logarithmic transformation; however, the results were presented in the original scale. All data was presented as mean ± SD. Differences were considered significant at P < 0.05.

### Supplementary Information

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

Supplementary Table 5.

Supplementary Table 6.

Supplementary Table 7.

Supplementary Information 7.

## Data Availability

All data generated or analyzed during this study are included in this published article (and its Supplementary Information files). Sequencing data from the RNA-seq experiment are available in the Gene Expression Omnibus (GEO) repository (accession number: GSE253194).

# Supplementary material for: Primary oocytes with cellular senescence features are involved in ovarian aging in mice
**Source:** Sci Rep. 2024 Jun 13;14:13606. doi: 10.1038/s41598-024-64441-6
**Supplement:** Supplementary file 7 — Supplementary Information 7.

**Supplementary Information**

**Primary oocytes with cellular senescence features are involved in ovarian aging in mice**

Hao Yan ^1, 6, #^, Edgar Andres Diaz Miranda ^2, #^, Shiying Jin ^2^, Faith Wilson ^2, 3^, Kang An ^2^, Brooke Godbee ^2, 4^, Xiaobin Zheng ^5^, Astrid Roshealy Brau-Rodríguez ^2^, Lei Lei ^2, 3,^ *

# These authors contributed equally

**Supplementary Figure S1.** HMGB1 expression and location in the adult mouse ovary (2 months).

**Supplementary Figure S2.** Primary oocytes with translocated HMGB1 detected by other senescence markers.

**Supplementary Figure S3.** Expression of p16^INK4a^ and p21 in adult mouse ovaries.

**Supplementary Table S1.** Primary oocytes in adult mouse ovaries were negative for apoptosis markers.

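Supplementary Table S2 gives, for each gene, the authors' read counts in 3 ovaries of 6 months and 3 of 3 months, the log2 fold change, and a p before and after adjustment, for genes with an unadjusted p under 0.05. The read counts printed in it equal the deposited counts. By the paper's table, 1589 genes passed and 126 had an adjusted p under 0.05. In the edgeR comparison of the deposited counts here, 17313 genes were tested and 1576 had an unadjusted p under 0.05, 711 higher and 865 lower at 6 months. Of these, 0 had an adjusted p under 0.05, and the smallest adjusted p was 0.239. The alternative that moved this count most was to leave out the filter on low counts, which gave 456 genes with an adjusted p under 0.05, and DESeq2's Wald test gave 121.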

**Supplementary Table S2.** Differentially expressed genes between 3-month-old and 6-month-old mouse ovaries.

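For the comparison of 9-month with 3-month ovaries, the authors' table has the same columns and the same threshold on the unadjusted p. By the paper's table, 2581 genes passed and 548 had an adjusted p under 0.05. With edgeR on the deposited counts, 17329 genes were tested and 2358 had an unadjusted p under 0.05, 1050 higher and 1308 lower at 9 months. Of these, 0 had an adjusted p under 0.05, and the smallest adjusted p was 0.0745. DESeq2's Wald test gave 552 genes with an adjusted p under 0.05, and edgeR without the filter on low counts 681.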

**Supplementary Table S3.** Differentially expressed genes between 3-month-old and 9-month-old mouse ovaries.

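The authors' table for ABT263 at 6 months sets the 3 treated ovaries against the 3 libraries that also stand for 6 months in the aging series. By the paper's table, 1912 genes passed and 360 had an adjusted p under 0.05. In the edgeR comparison here, 17277 genes were tested and 1903 had an unadjusted p under 0.05, 920 higher and 983 lower after ABT263. Of these, 0 had an adjusted p under 0.05, and the smallest adjusted p was 0.0929. DESeq2's Wald test gave 371 genes with an adjusted p under 0.05, and edgeR without the filter on low counts 871.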

**Supplementary Table S4.** Differentially expressed genes between 6-month-old control and 6-month-old ABT263-treated mouse ovaries.

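The authors' table for ABT263 at 9 months sets the 3 treated ovaries against the 3 libraries that also stand for 9 months in the aging series. By the paper's table, 1142 genes passed and 29 had an adjusted p under 0.05. In edgeR's comparison of these 6 libraries, 17065 genes were tested and 978 had an unadjusted p under 0.05, 378 higher and 600 lower after ABT263. Of these, 0 had an adjusted p under 0.05, and the smallest adjusted p was 0.852. DESeq2's Wald test gave 32 genes with an adjusted p under 0.05, and edgeR without the filter on low counts 7.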

**Supplementary Table S5.** Differentially expressed genes between 9-month-old control and 9-month-old ABT263-treated mouse ovaries.

**Supplementary Table S6.** Information about antibodies and kits used in the present study.

**Supplementary Table S7.** Information about primers for Realtime PCR used in the present study.

**Supplementary Figure S1**

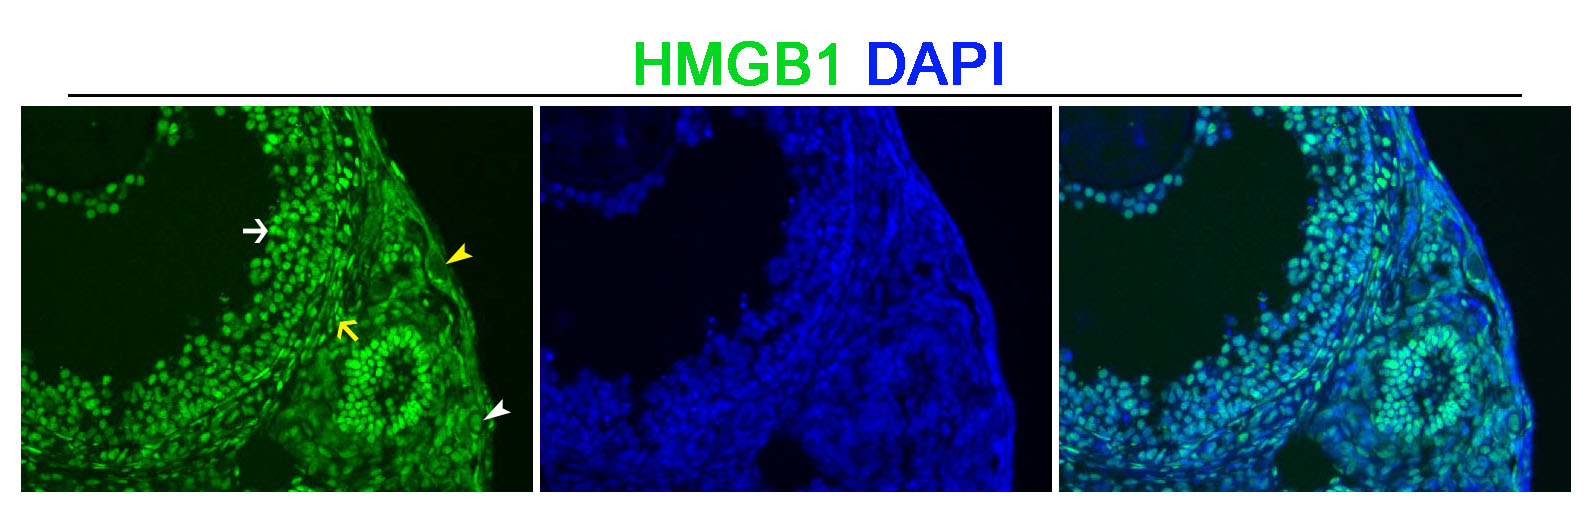

**Supplementary Figure S1.** HMGB1 expression and location in the adult mouse ovary (2 months). HMGB1 was located in the nuclei of granulosa cells (white arrow), interstitial cells (yellow arrow), and the primary oocyte (white arrowhead). Yellow arrowhead showing a primary oocyte with HMGB1 negative staining in the nucleus and cytoplasm.

**Supplementary Figure S2**

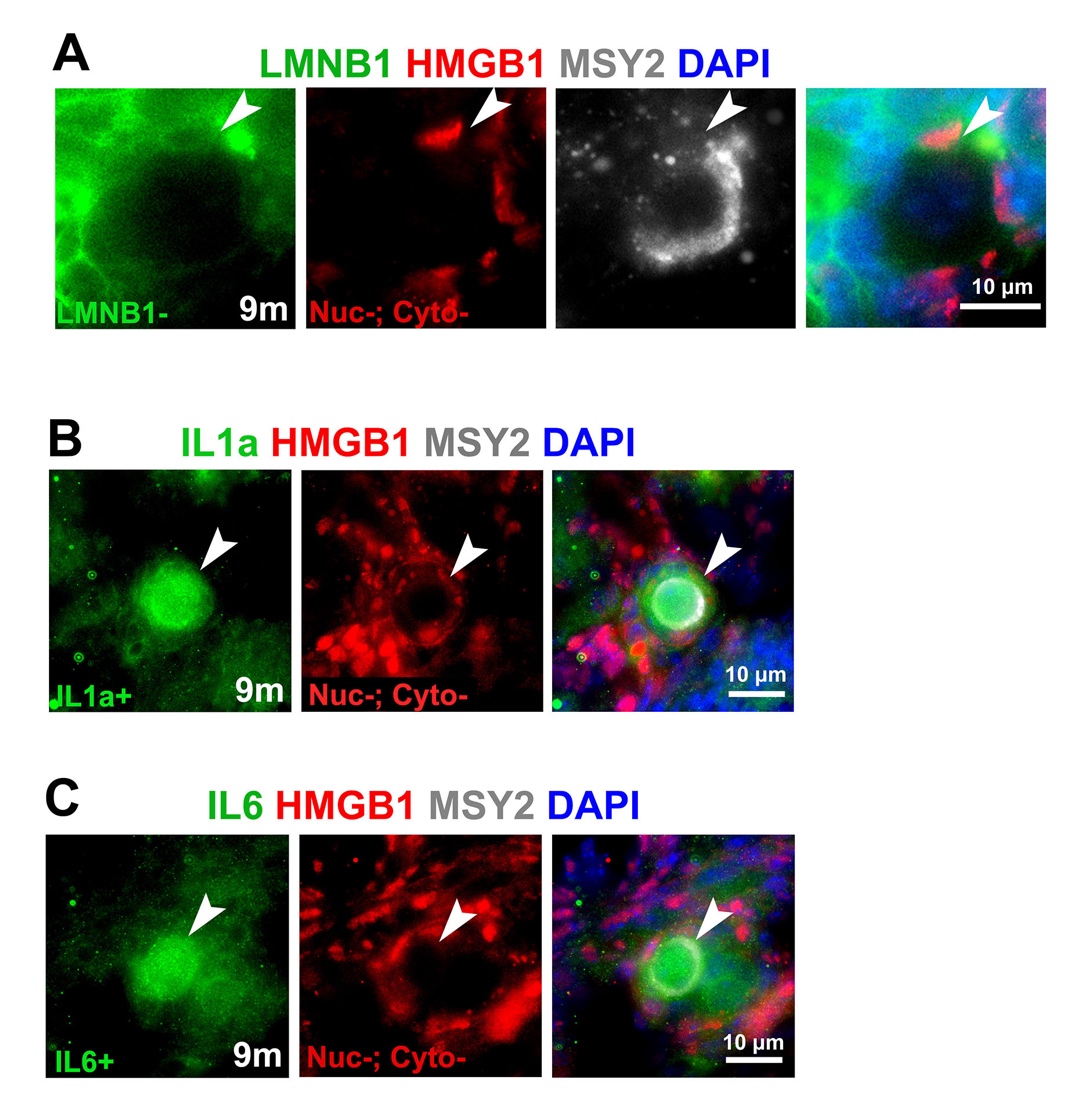

**Supplementary Figure S2.** Primary oocytes with translocated HMGB1 detected by other senescence markers. (A) The primary oocyte had translocated HMGB1 staining (Nuc-; Cyto-) stained negative for lamin b1 (arrowheads, LMNB1-). (B) The primary oocyte had translocated HMGB1 staining (Nuc-; Cyto-) stained positive for IL1a (IL1a+; arrowheads). (C) The primary oocyte had translocated HMGB1 staining (Nuc-; Cyto-) stained positive for IL6 (IL6+; arrowheads).

**Supplementary Figure S3**

**
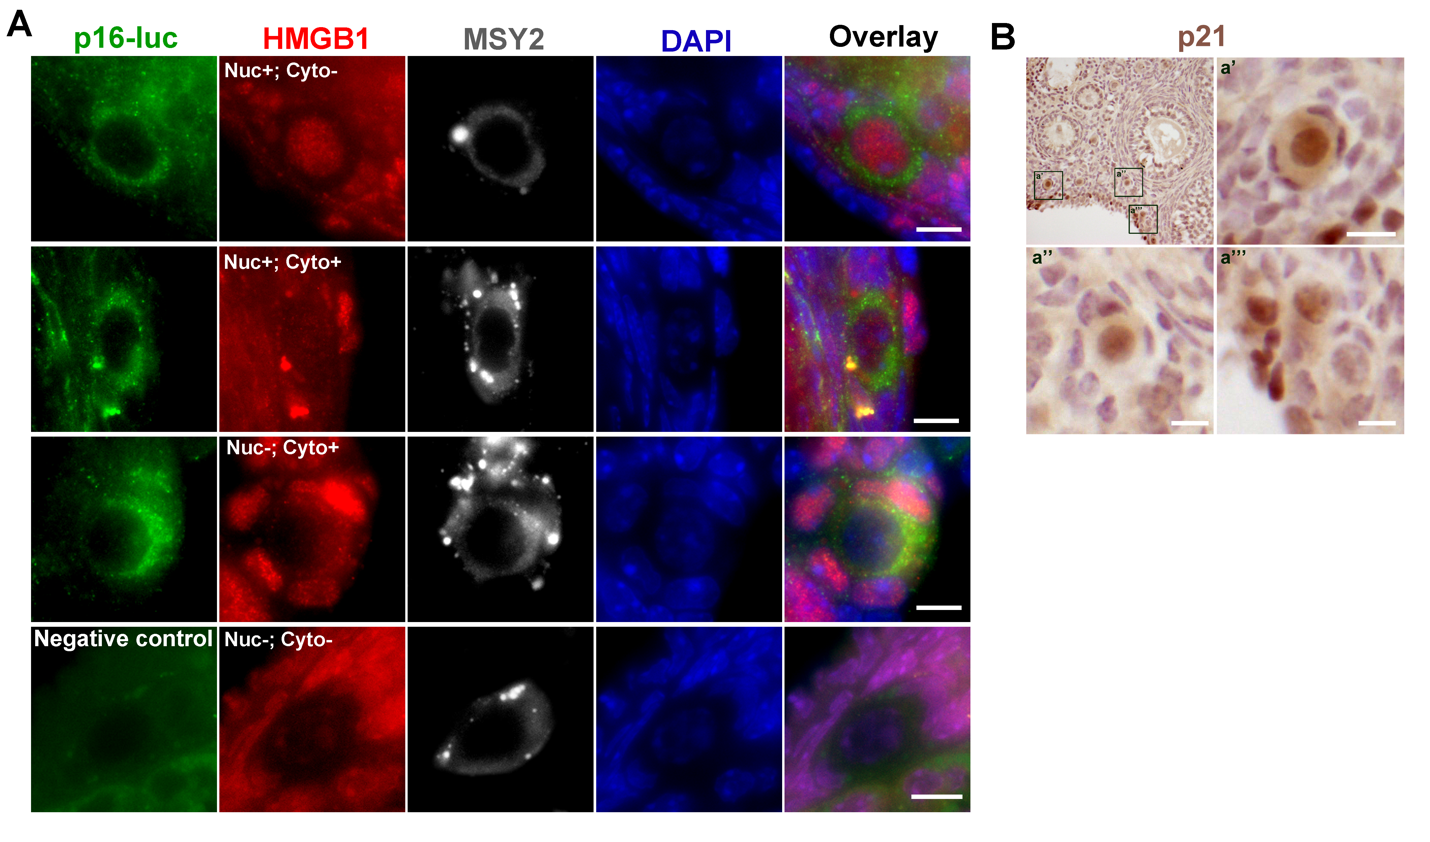
**

**Supplementary Figure S3.** Expression of p16^INK4a^ and p21 in adult mouse ovaries. (A) Antibody staining of luciferase expression driven by p16^INK4a^ in the primary oocytes with nuclear HMGB1 (Nuc+; Cyto-) and translocated HMGB1 in adult (6 months old) p16-3MR mouse ovaries. (B) Antibody staining of p21 expression in adult (6 months old) C57BL/6J mouse ovaries.

**Supplementary Table S1.** Primary oocytes in adult mouse ovaries were negative for apoptosis markers.

|  | 2-month-old ovaries (n=6) | 9-month-old ovaries (n=6) |
| --- | --- | --- |
| Cleaved Caspase-3 positive primary oocytes/ Primary oocytes examined | 0/1282 | 0/1523 |
|  |  |  |
| TUNEL-positive primary oocytes/ Primary oocytes examined | 0/228 | 0/283 |
|  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

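Whole ovaries of 24 mice were sequenced, 18 of the natural aging series at 3, 6, 9, 12, 18 and 25 months and 6 treated with ABT263 and collected at 6 and 9 months, with 3 mice in each of the 8 groups. The authors extracted total RNA from each homogenized ovary, and Novogene prepared and sequenced the mRNA libraries. The authors deposited raw counts, the number of reads that they counted on each gene in each library, as whole numbers without normalization or filtering. The deposited table has 54532 Ensembl gene identifiers, of which 54495 are in GENCODE release M21 on GRCm38. The authors' comparisons were made with the NovoMagic online tool, and the paper's text names neither the aligner nor the test. Library totals ranged from 16361877 to 21049389 counts with a median of 19207589. With 3 counts as the smallest number read as expression, this depth shows genes from about 0.156 CPM on.

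Conditions were taken from the sample labels and from the column names shared with Supplementary Tables S2 to S5. The mice of the natural aging series at 6 and 9 months served as controls of the ABT263-treated mice, as in Supplementary Tables S4 and S5, and whether they received vehicle was not settled. The comparisons were 6, 9, 12, 18 and 25 months against 3 months, ABT263 against control at 6 months and at 9 months, and the difference of the ABT263 effect between the 2 ages.

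Each comparison was made on its own groups in edgeR 4.0.16 under R 4.3.3, with TMM normalization, the default filterByExpr filter, the quasi-likelihood F test and Benjamini-Hochberg adjustment over the genes tested. The difference of the ABT263 effect was the interaction in one fit of 12 mice. The standard error of a log2 fold change was its size divided by the square root of F. Lists of genes were tested with camera of limma 3.58.1, two-sided, with an inter-gene correlation of 0.01. The p of the process lists was adjusted over 24 lists and 4 comparisons, that of the SASP list over 7 comparisons, and that of the interaction over the 24 lists and the SASP list. The SASP list has the genes of Fig. 4I except Lmnb1, whose loss is a marker of senescence in the paper. The lists for the gene ontology terms of Fig. 4A to H and 13 lists of marker genes of cell types were written from general knowledge, since gene ontology annotation was not used here. The Reactome sets of fgsea 1.28.0 served as an alternative for the lists.

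The SASP score of a mouse is the mean over the 21 genes of log2 CPM with a prior count of 2, relative to the mean at 3 months, with TMM normalization over the 18 mice of the natural aging series. Its correlation with age, and that of the oocyte and the B and plasma cell marker scores, was tested with 100000 permutations, and each age was tested against 3 months with an exact permutation test, two-sided, over 10 splits. For the correlation of the ABT263 effect with the age effect across genes, 1 control mouse entered one log2 fold change and the other two the other, in all 6 assignments. Marker lists were compared with other lists through the slope within groups of mice, after genes of the marker list were taken out. An explanation was taken as possible from 50% of the change and as against the data up to 25%. The trend with gene length and GC content was fitted with splines of 5 degrees of freedom each.

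Alternatives were edgeR's RLE normalization, the Wald test of DESeq2 1.42.0, no filter on low counts, at least 10 counts in every mouse, same-numbered mice as pairs, all 24 libraries in one fit, an estimated inter-gene correlation, Fisher's exact test of the genes with an unadjusted p under 0.05, Reactome sets, and each mouse left out in turn. Tables and plots were made with Python 3.11.15. The comparisons were tested on simulated data with 200 changed genes, where edgeR called 99.2% of genes with a log2 fold change of 2 and 82.8% of those with a log2 fold change of 1, with 6.59% and 8.13% of calls false and 0 of the wrong sign. DESeq2 called 99.2% and 92.3%, with 16.7% and 18.9% false. Changed genes were drawn only from the more highly expressed ones. Counts were negative binomial and independent between genes, so these percentages need not hold for the real mice.

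Genes named in the text are those of Fig. 4I and others that the paper names. For each comparison, they are also the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05, a mean of at least 2 CPM and no overlap between the groups. For each list that the paper states for a comparison, they are taken from the 3 members with the smallest p in the stated direction. A fold against a group whose libraries are all at 3 counts or fewer is given as a lower bound. Real-time PCR, serum measurements, follicle counts and staining were not analysed here. One further test, of lymph node tissue in the 25-month samples, is not reported here.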

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

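In this part, each test of an explanation and each count of other splits of the mice was chosen only after the result was seen. The effect of ABT263 on the SASP list differed between 6 and 9 months, a difference that the paper does not test. By real-time PCR, the paper reports lower Il1a, Il1b, Il6, Mmp3, Mmp9 and Cxcl10 after ABT263 at both ages. In the sequencing at 9 months, Il1a was higher (log2 fold change 1.61) and Il1b lower (-1.58). The mean log2 fold change at 6 months minus that at 9 months was -0.67 with 16 of 20 genes lower (camera on the interaction in 12 mice, adjusted p = 6.3e-07). At 6 months, all 3 treated mice had a lower SASP score than all 3 controls, and at 9 months all 3 treated mice had a higher score than 2 of the 3 controls. The adjusted p ran from 4.9e-08 to 0.504 over the alternatives, and the Reactome set for the SASP gave 0.20, in the other direction. Of the 32 splits of the 12 mice that part all same-numbered mice, 1 gave a mean as large, which was the real one. The mean was -0.71 after the trend of all genes with gene length and GC content was removed, -0.65 with every library thinned to the lowest total, and -0.68 without the 50 genes with most counts, all close to the mean without these changes. RNA content of the ovary was tested with the slope of the SASP score on the score of a marker list within groups of mice. The slope on corpus luteum markers gave 18.0% of the difference, on immediate early genes 14.5%, on blood markers 9.28% and on theca and stroma markers -4.84%. On macrophage markers it gave 86.6% and on endothelial markers 64.9%. A different share of macrophage or endothelial RNA in the ovaries is a candidate explanation, and the pattern cannot be told apart from it. The labels name no batches.

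The phagocytosis list also changed differently at the 2 ages, by a mean of -0.55 at 6 months minus 9 months, with 50 of 58 genes lower (camera, adjusted p = 1.3e-19, from 1.3e-20 to 0.143 over the alternatives). All 3 treated mice had a lower score for the list than all 3 controls at 6 months, and all 3 a higher score at 9 months. The mean was -0.57 after removal of the trend with length and GC content, -0.55 after thinning and -0.56 without the 50 genes with most counts. As for the SASP list, 1 of the 32 splits gave a mean as large. The slope on macrophage markers gave 131% of the difference, after the markers were taken out of the list. A different share of macrophages may therefore give all of it, and a change within cells cannot be told apart from this.

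Of the 24 process lists, 16 differed between the 2 ages at an adjusted p under 0.05. This number was 17 after thinning and 16 without the 50 genes with most counts. However, 11 of the 32 splits gave as many lists, up to 20, so the number cannot be told apart from differences between mice regardless of treatment and age. For single genes, 0 had an adjusted p under 0.05 for the difference and 1335 an unadjusted p under 0.05. With a real count of 0, all 32 of the 32 splits gave as many adjusted genes by construction, and 5 as many unadjusted ones.

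The paper's supplementary tables cover ages up to 9 months, and later ages also differed from 3 months. An adjusted p under 0.05 was reached by 5 genes at 12 months, 1424 at 18 months and 4713 at 25 months, and an unadjusted p under 0.05 by 2422, 4218 and 6885. Of the 1424 genes at 18 months, 1255 also passed at 25 months, 1253 of them in the same direction. Thinning to the lowest total left 3, 1383 and 4639 genes, and leaving out the 50 genes with most counts 5, 1425 and 4720. At each of the 3 ages, 1 of the 4 splits that part all same-numbered mice gave as many genes, the real one. The other 6 splits gave at most 3 genes at 12 months, and 0 at 18 and 25 months, where up to 1898 and 862 had an unadjusted p under 0.05. With same-numbered mice treated as pairs, 0 genes passed at 12 months, where 2619 had an unadjusted p under 0.05, and 1992 at 18 months. Mice of the same number had a mean correlation of 0.12 and 0.20 across genes in these comparisons. The labels name no batches, and handling that went along with age was not tested.

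The 5 genes at 12 months did not overlap between 12-month and 3-month mice, as chance gives for 10% of all genes. Igkv3-2 (ENSMUSG00000095351, adjusted p = 0.00735) was at least 61.1-fold higher. The log2 fold change was 4.15 for Gm15433 (ENSMUSG00000096802, adjusted p = 0.0299), 2.44 for Atp6v0d2 (ENSMUSG00000028238, adjusted p = 0.0383) and -1.29 for Uhrf1 (ENSMUSG00000001228, adjusted p = 0.0299). The fifth gene, Csprs (ENSMUSG00000062783, adjusted p = 0.0432), was named after its values were seen and changed by 3.40. Values of Igkv3-2, Csprs and the pseudogene Gm15433 are uncertain, since near-identical copies share reads. Among the genes that rose most at 18 months, Gm42031 (ENSMUSG00000110386, adjusted p = 8.0e-04) was at least 81.1-fold higher, Fcer1a (ENSMUSG00000005339, adjusted p = 0.0155) was at least 55.7-fold higher and Igkv4-53 (ENSMUSG00000095753, adjusted p = 0.0456) was at least 45.0-fold higher. The largest falls among genes of sufficient expression were -5.65 for Gm15446 (ENSMUSG00000090015, adjusted p = 0.00166), -4.71 for Gjc3 (ENSMUSG00000056966, adjusted p = 0.00170) and -4.57 for Col9a2 (ENSMUSG00000028626, adjusted p = 3.7e-04). Among the genes that rose most at 25 months, Igkv3-2 (ENSMUSG00000095351, adjusted p = 0.00314) was at least 4974-fold higher, Igkv4-57-1 (ENSMUSG00000076555, adjusted p = 0.0284) was at least 1672-fold higher and Igkv13-85 (ENSMUSG00000079543, adjusted p = 0.0415) was at least 443-fold higher. Among those that fell most, Saa2 (ENSMUSG00000057465, adjusted p = 0.00265) was at least 56.5-fold lower, Zar1l (ENSMUSG00000056586, adjusted p = 0.00175) was at least 26.4-fold lower and 1110002E22Rik (ENSMUSG00000090066, adjusted p = 0.00115) was at least 87.4-fold lower. Each of these genes had all 3 older mice on one side of all 3 younger mice, which the rule for naming genes required of all but Csprs.

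Gm15446 was at 0.0574 to 0.554 CPM in the 3 mice of 18 months and at 13.1 to 23.4 CPM in the other 21 mice. An absence in all mice of one age and no others may come from another genetic origin of those mice. As a test for the gene calls at 18 months, the same genes were compared between 25 and 6 months, in other mice. Of the 1370 genes tested there, 1329 (97.0%) moved in the same direction, so another origin of the 18-month mice does not account for most of the calls. For Gm15446 itself, the origin was not tested.

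The list of B and plasma cell markers, genes that the paper does not discuss, was higher at 25 months than at 3 months by a mean log2 fold change of 6.16, with 19 of 20 genes higher (camera, adjusted p = 2.1e-18). All 3 mice of 25 months scored above all 3 mice of 3 months (exact permutation p = 0.1, the smallest that 3 mice against 3 can give). The mean was 5.96 after removal of the trend with length and GC content, 6.12 after thinning and 5.92 without the 50 genes with most counts. Blood left in the tissue was against the data, since the blood markers changed by -0.20. Ms4a1 and Jchain, a B cell and a plasma cell gene, were looked at after their values were seen. Ms4a1 was at 7.36, 19.8 and 1.58 CPM in the 3 mice of 25 months and at 0.204 to 1.65 CPM at 3 months, and Jchain at 1524, 1055 and 440.4 CPM against 1.22 to 5.71 CPM. Over the 15 mice of 3 to 18 months, in which the rise at 25 months plays no part, the score of the list rose with age (r = 0.84, permutation p = 1.0e-04; rho = 0.85, permutation p = 7.0e-05; r from 0.75 to 0.88 without any 2 of the mice of 18 months). An increase of antibody-producing cells in the ovary at 25 months may give the rise, as a hypothesis, and tissue collected with the ovary is not excluded as a source.

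The list of oocyte markers was lower at 25 months by a mean of -4.60, with 30 of 30 genes lower in comparison with 3 months (camera, adjusted p = 1.3e-27), and all 3 mice of 25 months scored below all 3 mice of 3 months. The mean was -4.69 after removal of the trend with length and GC content, -4.60 after thinning and -4.60 without the 50 genes with most counts. As large a change was found in 1 of the 4 splits that part all same-numbered mice, the real one, and in 0 of the other 6. The mean was -0.71, -1.34, -1.96 and -2.99 at 6, 9, 12 and 18 months, with all 30 genes lower at each age. Over the 15 mice of 3 to 18 months, the score of the list fell with age (r = -0.92, permutation p = 2.0e-05; rho = -0.93, permutation p = 1.0e-05; r from -0.90 to -0.88 without any 2 of the mice of 18 months). A loss of oocytes with age is a candidate explanation. The paper's counts of primordial and total follicles, in other ovaries, declined with age up to 18 months, which goes with it. That follicle loss gives the fall in RNA remains a hypothesis, and handling that went along with age was not tested.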

How the results depend on the processing

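The alternatives for the normalization, the test, the filter on low counts, the pairing of mice, the inter-gene correlation, the gene sets, the score, the control mice and the mice left out were chosen before the data were examined, as were the lists of genes. Some were added after the data had been seen. For the lists, these were the settings without a filter on low counts and with all 24 libraries in one fit, and for the SASP score the leaving out of mice. For the difference of the ABT263 effect between the ages, they were both filters, the estimated correlation and the Reactome sets. With DESeq2's size factors in edgeR's test (RLE normalization), the gene counts stayed within 1.5 times. The SASP list, the SASP score and the correlation of ABT263 with age kept their direction and side of the threshold. So did the 35 process list directions set for the test. Outside these 35, the ribosome biogenesis list at 6 months moved from -5.1e-04 to 0.0070 and did not pass in either setting. For all changes under the alternatives below, the cause was not tested.

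With DESeq2's Wald test in place of edgeR's test, 121 genes had an adjusted p under 0.05 at 6 months, 552 at 9 months, 842 at 12 months and 2600 at 18 months, against 0, 0, 5 and 1424 with edgeR, where 1576, 2358, 2422 and 4218 had an unadjusted p under 0.05. After ABT263, it gave 371 at 6 months and 32 at 9 months, and 95 for the difference between these ages, where edgeR gave 0 in each and 1903, 978 and 1335 at an unadjusted p under 0.05. Without the filter on low counts, edgeR gave 456, 681, 312 and 2529 genes at 6, 9, 12 and 18 months, 871 and 7 after ABT263, and 204 for the difference. Genes with an unadjusted p under 0.05 then numbered 2640 and 3538 at 6 and 9 months, and 2862 and 1647 after ABT263. With all 24 libraries in one fit, 15, 220 and 2403 genes passed at 9, 12 and 18 months, and 953 at 6 months and 772 after ABT263 at 6 months had an unadjusted p under 0.05. With at least 10 counts in every mouse, 0 genes passed at 12 months, where 2111 had an unadjusted p under 0.05. At 25 months, the 4713 genes became 3732 to 6661 under these settings.

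With same-numbered mice of both groups treated as pairs, 1 gene passed at 6 months, 0 at 9 months, 0 at 12 months, 1992 at 18 months, 4196 at 25 months, and 8 and 0 after ABT263. At an unadjusted p under 0.05, these were 2104 genes at 9 months, 2619 at 12 months and 1118 after ABT263 at 9 months. The mice are different animals, and the mean correlation of same-numbered mice across genes was 0.058, -0.082, 0.12, 0.20 and 0.044 in the 5 age comparisons, -0.038 and 0.074 in those of ABT263, and 0.031 over all groups.

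With each mouse left out in turn, the genes with an adjusted p under 0.05 ranged from 0 to 76 at 6 months, from 0 to 10 at 9 months, from 0 to 353 at 12 months, from 395 to 3055 at 18 months and from 2900 to 5923 at 25 months. After ABT263 they ranged from 0 to 210 at 6 months and from 0 to 5 at 9 months, and for the difference between these ages from 0 to 31 over 12 fits. Genes with an unadjusted p under 0.05 ranged from 475 to 2258 after ABT263 at 9 months. Among simulated genes with a log2 fold change of 1, edgeR with 3 samples per group called 82.8% and DESeq2 92.3%, with 8.13% and 18.9% of the calls false. These genes were drawn from the more highly expressed ones, and the simulated mice had no differences shared between genes. The percentages need not hold for the real mice.

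Of 35 list directions set for the test, 33 passed an adjusted p of 0.05 with the correlation of 0.01. The directions were taken from the paper's results on the same libraries, so finding them again is no independent evidence. The 35 leave out 5 directions that the paper's text also states. Of these, 3 passed with the correlation of 0.01, cytokine production and spindle checkpoint at 9 months and cell cycle phase transition at 6 months. The NADH dehydrogenase complex list at 9 months and the ribosome biogenesis list at 6 months did not pass. With the correlation estimated, 0 of these 5 passed, with adjusted p from 0.193 to 0.975, and 0 had an unadjusted p under 0.05. In every other setting, and with each mouse left out, the same 3 passed and the same 2 did not. With the inter-gene correlation estimated, 0 of 35 passed, 0 in each of the 4 comparisons, and 12 had an unadjusted p under 0.05. In the other settings 24 to 34 passed, the fewest with Reactome sets, where 4 of 10 passed after ABT263 at 9 months. Lists with no Reactome set kept the written list, and the Reactome set for translation was void, since 57% of its identifiers could be mapped, under the minimum of 80%. The cytokine production list after ABT263 at 9 months reversed to -0.031 with its Reactome set, and the adaptive immune response list to -0.012 with all 24 libraries in one fit. With each mouse left out, the means at 9 months after ABT263 ranged from -0.12 to 0.14 for adaptive immune response, reversed in 5 of 6 fits, and from -0.017 to 0.22 for cell-cell adhesion, reversed in 1. Over all list values in the settings other than leaving out mice, 225 of 272 kept direction and side of the threshold, 43 no longer passed, 2 newly passed and 2 reversed. Over 210 values with a mouse left out, 196 kept both, 6 no longer passed, 2 newly passed and 6 reversed.

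For the SASP list, the estimated correlation left means unchanged by construction at 0.22, 0.14, 0.76, 0.91 and 1.75 at 6, 9, 12, 18 and 25 months and 0.26 after ABT263 at 9 months, none of which then passed. The Reactome set for the SASP has 69 identifiers. Its overlap with the genes of Fig. 4I was not examined, so it need not measure the same thing. The set's mean had the opposite sign at 6 months (-0.11), 18 months (-0.34) and 25 months (-0.34). The sign was also opposite after ABT263 at 6 months (0.058) and 9 months (-0.22), and for the difference between these ages (0.20). This set gave 0.053 at 9 months and 0.0056 at 12 months. The Reactome set for phagocytosis gave -0.072 for the difference, and none of these 3 values passed. With Fisher's exact test, one-sided for a rise, the SASP list no longer passed at 9 months (0.14). After ABT263 at 9 months (0.26), Fisher's test was one-sided for a fall. It did not pass there, but it could not have detected the rise, so it decides nothing about it. The SASP list also no longer passed at 9 months with all 24 libraries in one fit (0.092). The same held after ABT263 at 9 months with at least 10 counts in every mouse (0.061). With each mouse left out, its mean ranged from -0.060 to 0.42 at 9 months and from 0.16 to 0.45 after ABT263 at 9 months. The list's mean ranged from 0.10 to 0.54 at 6 months and from 0.46 to 1.08 at 12 months, and passed in all 6 fits at both ages. Its score against age kept r at 0.84 to 0.90 with each of 18 mice left out.

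The correlation of ABT263 with aging across genes moved from -0.25 to -0.71 at 6 months and from -0.051 to -0.43 at 9 months over genes with an unadjusted p under 0.05, and to -0.63 and -0.43 with shared control mice.

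For the single genes named in the text, 596 of 663 values under the other settings kept direction and side of the threshold, 8 no longer passed, 59 newly passed and 0 reversed. With a mouse left out, 905 of 996 kept both, 74 no longer passed, 12 newly passed and 5 reversed. The reversed ones were Timp1 at 9 months (-0.26, -0.13 and -0.21, up to 0.85 in the other fits), Igfbp3 at 9 months (-0.090 to 0.82) and Kitl after ABT263 at 9 months (-0.19 to 0.022). Depth limited Mmp3 and Il6 from 6 to 18 months and Il1a at 9 months, which had too few counts to pass the filter in these comparisons with 3 months, so no fold change was estimated.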

Differences from the paper's values

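The paper's supplementary tables list 126 genes with an adjusted p under 0.05 at 6 months against 3 months, 548 genes at 9 months against 3 months, 360 after ABT263 at 6 months and 29 after ABT263 at 9 months. The edgeR comparisons gave 0, 0, 0 and 0, with 1576, 2358, 1903 and 978 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2's Wald test closed the gap in all 4 comparisons, with 121, 552, 371 and 32 genes. At an unadjusted p under 0.05 it gave 1589, 2581, 1912 and 1142 genes, the same numbers as the paper's tables list in total. Without the filter on low counts, edgeR closed the gap at 9 months (681) but not at 6 months (456) or after ABT263 (871 and 7). RLE normalization, at least 10 counts in every mouse, the pairing of same-numbered mice and all 24 libraries in one fit did not close it in any of the 4 comparisons.

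The paper states that angiogenesis genes fell after ABT263 at 6 months. The angiogenesis list had a mean log2 fold change of -0.062, which did not pass (43 of 72 genes lower, adjusted p = 0.187, from 0.00730 to 0.675 over the alternatives). It passed in 1 of the 6 fits that each left out one mouse, without control mouse 1 of 6 months (-0.12, adjusted p = 0.00730).

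For the adaptive immune response, which the paper states as higher after ABT263 at 9 months, the list had a mean of 0.022, with 31 of 60 genes higher (adjusted p = 0.0928, from 1.6e-05 to 0.989 over the alternatives). It passed with Fisher's exact test (adjusted p = 1.6e-05), with at least 10 counts in every mouse (0.067, adjusted p = 0.0266), and without control mouse 2 of 9 months (0.14, adjusted p = 9.0e-04). Without treated mouse 1 its adjusted p was 0.0309 at a mean of -2.0e-04, in the other direction.

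The paper states that NADH dehydrogenase complex assembly and ribonucleoprotein complex biogenesis were lower at both 6 and 9 months. The NADH dehydrogenase complex list had a mean of -0.027 at 9 months, with 33 of 52 genes lower (adjusted p = 0.425). The ribosome biogenesis list had a mean of -5.1e-04 at 6 months, with 41 of 99 genes lower (adjusted p = 0.923). With the inter-gene correlation estimated, the adjusted p was 0.873 and 0.975, and no other setting called either list, with adjusted p from 0.0573 to 1 for the NADH dehydrogenase complex list and from 0.430 to 1 for ribosome biogenesis. The lowest for the NADH dehydrogenase complex list was without 3 months replicate 2. The mean was above 0 in 2 of 14 settings for the first list and 4 of 13 for the second.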

Other observations

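The test with separate control mice was chosen before its result was seen, and each other test in this part, including the counts of other splits, only afterwards. Across genes, the log2 fold changes of ABT263 and of age had an r of -0.63 at 6 months and -0.43 at 9 months when the same control mice entered both. With separate control mice, the mean r was -0.25 at 6 months, so shared mice do not account for all of the correlation. At 9 months it was -0.051, and sharing of the control mice may account for the opposite changes there, since r ranged from -0.27 to 0.26 over the assignments. Genes are not independent replicates, so no p is given.

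Within groups, the SASP score followed the macrophage markers over 24 mice, with the markers taken out of the list (r = 0.77, permutation p = 0.00309, 0.0134 adjusted over 13 marker lists; rho = 0.63, permutation p = 0.0183; r = 0.77 without the 2 farthest mice). It ran opposite to the theca and stroma markers (r = -0.77, adjusted permutation p = 0.00702; rho = -0.76, adjusted permutation p = 0.00975; r = -0.67 without the 2 farthest mice), the blood markers (r = -0.70, adjusted permutation p = 0.00975; rho = -0.73, adjusted permutation p = 0.00975; r = -0.68 without the 2 farthest mice) and the endothelial markers (r = -0.63, adjusted permutation p = 0.0318; rho = -0.67, adjusted permutation p = 0.0173; r = -0.65 without the 2 farthest mice). The slope on macrophage markers gave 99.4% of the rise of the list from 3 to 25 months, 83.7% of its fall after ABT263 at 6 months and 90.1% of its rise after ABT263 at 9 months. A share of macrophages that differs between ovaries may therefore account for most of these changes in whole-ovary RNA, and a change of SASP expression within cells cannot be told apart from it.

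For the chromosome segregation list, the slope on oocyte markers gave 10.6% of the fall at 6 months, 15.1% of the fall at 9 months and 9.26% of the rise after ABT263 at 6 months. On granulosa cell markers of growing follicles it gave -5.26% and 1.50% at 6 and 9 months. For the cytoplasmic translation list, the slope on oocyte markers gave 14.5% and 19.9%, and removal of the trend with gene length and GC content left means of -0.24 and -0.46. Within groups, the chromosome segregation list followed the oocyte markers with r = 0.089 and the granulosa cell markers with r = 0.28, and the translation list the oocyte markers with r = 0.29. The slopes on oocyte markers were close to 0 and give a small percentage whatever the cause, so oocyte RNA is not ruled out. The granulosa cell markers themselves changed by 0.096 at 6 months and -0.039 at 9 months, while the chromosome segregation score changed by -0.40 and -0.57. As far as these markers show, this argues against a smaller share of granulosa cell RNA as the source of the fall.

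After ABT263 at 9 months, the slope on corpus luteum markers gave 73.2% of the fall of the sterol and steroid biosynthesis list and 74.6% of the fall of the coenzyme metabolism list. Fewer or smaller corpora lutea in the treated ovaries on the day of collection are a candidate explanation, and a change of metabolism within cells cannot be told apart from it. The paper reports comparable corpus luteum numbers in treated and control ovaries, which speaks against fewer but not against smaller ones. For the rise of the coenzyme metabolism list from 3 to 9 months of age, the slope gave 52.97%, so corpus luteum RNA may also account for part of this change with age. For the nucleosome assembly list after ABT263, the slope gave 43.6% of a change of -0.19 over all 93 genes of the list. The fall reported for this list was -0.53 over the 38 genes that passed the filter on low counts. The percentage therefore does not apply to that fall, and the question stays open.

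Each comparison of 3 mice with 3 mice has 4 splits that part all same-numbered mice and 6 that do not. With 0 genes at an adjusted p under 0.05 and 1576, 2358, 1903 and 978 at an unadjusted one, all 4 of the 4 splits gave as many adjusted genes at 6 months, 4 at 9 months, and 4 and 4 after ABT263, by construction with a count of 0. For the unadjusted counts, 1 of the 4 splits was as large at 6 months, 1 at 9 months, 1 after ABT263 at 6 months and 1 after ABT263 at 9 months. Of the 6 others, 2 were as large after ABT263 at 9 months, one with 3482 genes, and 0 in the other 3 comparisons, where up to 1561, 1274 and 1373 genes had an unadjusted p under 0.05. For the lists in the direction the paper states, 2 of the 4 splits gave as many at 6 months, 2 at 9 months, 1 after ABT263 at 6 months and 1 after ABT263 at 9 months. For the SASP list, 2 of the 4 splits gave a mean as large at 6 months, 3 at 9 months, 1 at 12 months, 1 at 18 months, 1 at 25 months, and 1 and 1 after ABT263 at 6 and 9 months. Of the 6 others, 2, 3, 1, 0 and 0 were as large at the 5 ages, and 0 and 1 after ABT263. Counts over so few splits cannot by themselves exclude a difference between mice by chance.

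In the 3 mice of 25 months, 49938, 31642 and 10787 counts fell on immunoglobulin heavy chain V genes. Most counts were on Ighv1-53 in the first mouse (45.1%), Ighv6-6 in the second (15.1%) and Ighv3-6 in the third (32.5%). Of the kappa chain V genes, Igkv4-55 had 37.9%, Igkv3-2 56.4% and Igkv8-24 16.8% in the same mice. Counts of single V genes are uncertain, since the genes resemble each other. Ighm, the constant region of IgM, was at 14430, 16100 and 3855 CPM in these mice.

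Some genes, chosen after their values were seen, were expressed in single mice across groups. Gbp2b (ENSMUSG00000040264, chromosome 3) was at 16.5 to 30.4 CPM in 5 mice, one each of 3 months, 9 months and ABT263 at 9 months and the other two of ABT263 at 6 months, and at most at 1.88 CPM in the other 19. An interferon response was against the data, since Gbp2b did not follow Gbp2 within groups (r = 0.14). Gm6166 (ENSMUSG00000074280, chromosome 9) was at 9.02 CPM or more in 4 of these 5 mice and in no other mouse above 0.921 CPM (Fisher's exact p = 4.7e-04), and Gm35082 (ENSMUSG00000108866, chromosome 7) was at 1.55 CPM or more in 4 of them. Mice of more than one genetic origin may explain this, but the genes were picked for the pattern, so it cannot be told apart from a choice among many genes. At 6 months, Gbp2b was at 24.4 and 20.3 CPM in ABT263-treated mice 2 and 3, and at most at 0.405 CPM in the controls. A difference of origin, if present, would partly go along with treatment in that comparison.

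Gm42031 (ENSMUSG00000110386) was at 12.9 to 13.8 CPM in the 3 mice of 18 months and at 3.74 CPM in one mouse of 12 months. It was at 5.72 CPM in one ABT263-treated mouse of 6 months, which was also among the mice with Gbp2b. Rps2-ps10 (ENSMUSG00000091957), a pseudogene whose counts are uncertain, was at 159 CPM in one mouse of 9 months and at 0.529 to 2.00 CPM in the other 23. Gm47283 (ENSMUSG00000096768) had 0 counts in one ABT263-treated mouse of 6 months and 15.6 to 192 CPM in the other 23.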
